# Transcription analysis on response of porcine alveolar macrophages to *Haemophilus parasuis*

**DOI:** 10.1186/1471-2164-13-68

**Published:** 2012-02-13

**Authors:** Yang Wang, Chong Liu, Ying Fang, Xiaoli Liu, Wentao Li, Shuqing Liu, Yingyu Liu, Yuxi Liu, Catherine Charreyre, Jean-Christophe Audonnet, Pin Chen, Qigai He

## Abstract

**Background:**

*Haemophilus parasuis *(*H. parasuis*) is the etiological agent of Glässer's disease in pigs. Currently, the molecular basis of this infection is largely unknown. The innate immune response is the first line of defense against the infectious disease. Systematical analysis on host innate immune response to the infection is important for understanding the pathogenesis of the infectious microorganisms.

**Results:**

A total of 428 differentially expressed (DE) genes were identified in the porcine alveolar macrophages (PAMs) 6 days after *H. parasuis *infection. These genes were principally related to inflammatory response, immune response, microtubule polymerization, regulation of transcript and signal transduction. Through the pathway analysis, the significant pathways mainly concerned with cell adhesion molecules, cytokine-cytokine receptor interaction, complement and coagulation cascades, toll-like receptor signaling pathway, MAPK signaling pathway, suggesting that the host took different strategies to activate immune and inflammatory response upon *H. parasuis *infection. The global interactions network and two subnetworks of the proteins encoded by DE genes were analyzed by using STRING. Further immunostimulation analysis indicated that mRNA levels of S100 calcium-binding protein A4 (S100A4) and S100 calcium-binding protein A6 (S100A6) in porcine PK-15 cells increased within 48 h and were sustained after administration of lipopolysaccharide (LPS) and Poly (I:C) respectively. The *s100a4 *and *s100a6 *genes were found to be up-regulated significantly in lungs, spleen and lymph nodes in *H. parasuis *infected pigs. We firstly cloned and sequenced the porcine *coronin1a *gene. Phylogenetic analysis showed that poCORONIN 1A belonged to the group containing the *Bos taurus *sequence. Structural analysis indicated that the poCORONIN 1A contained putative domains of Trp-Asp (WD) repeats signature, Trp-Asp (WD) repeats profile and Trp-Asp (WD) repeats circular profile at the N-terminus.

**Conclusions:**

Our present study is the first one focusing on the response of porcine alveolar macrophages to *H. parasuis*. Our data demonstrate a series of genes are activated upon *H. parasuis *infection. The observed gene expression profile could help screening the potential host agents for reducing the prevalence of *H. parasuis *and further understanding the molecular pathogenesis associated with *H. parasuis *infection in pigs.

## Background

The pig is an important agricultural animal and is an excellent mammalian model for biomedical research [1,2]. *H. parasuis *is the etiological agent of porcine polyserositis and arthritis (Glässer's disease) characterized by fibrinous polyserositis, meningitis and polyarthritis, causing severe economic losses to the swine industry [3]. To date, 15 serovars of *H. parasuis *have been identified [4]. *H. parasuis *infection can be acute or chronic, depending on the immunological status of the herd [3]. The infection by *H. parasuis *has become an increasing threat to early-weaned pigs and in pig herds of high health status [5,6].

The innate immune response in vertebrates is the first defense line against invading microorganisms. The main players in innate immunity are phagocytes such as neutrophils, dendritic cells and macrophages [7]. As a major component of the host innate immunity, macrophages have essential roles in host defense to infection, because they often mediate the killing of microbes as well as initiate, maintain and resolve host inflammatory responses by releasing cytokines and chemokines [8-11]. Bacterial pathogens that overcome host defenses ensure their ability to survive and propagate [10,12]. The diversity of bacteria and the differences in their pathogenesis may lead to pathogen-specific responses of macrophages [10]. A greater understanding of the complex interactions, which occur between the macrophages and pathogen, could lead to the identification of the host defense strategies and the complementary pathogen evasion strategies [8,10]. The interactions between *H. parasuis *with porcine alveolar macrophages have been studied [13], but the detailed mechanisms of how porcine alveolar macrophages response to *H. parasuis *infection are not well elucidated. The high throughput cDNA microarray represents a powerful tool for analyzing the molecular events in bacteria-host cell interactions [14]. This technology has been useful in identifying changes in gene expression both in cultured cells and in whole organisms infected with pathogens [12,15,16]. In this study, we applied this high throughput cDNA microarray assay to improve our understanding of the innate immune response of macrophages to *H. parasuis *infection.

## Results

### Clinical evaluation of infected pigs

In the challenge group, at 144 h post-infection, all three pigs had a rectal temperature of over 40.6°C and displayed lateral recumbency or labored breathing. At 144 h post-infection, all pigs including three control pigs were euthanized by intravenous administration of an overdose of sodium pentobarbital. In the challenge group, severe fibrinous polyserositis, arthritis and meningitis were observed at necropsy. On the other hand, in the control group, three pigs remained clinically normal throughout the experiment and did not have lesions at necropsy. The detection of *H. parasuis *by bacterial isolation, nested PCR and LAMP in different samples are shown in Table 1. The results indicated that the *H. parasuis *could be detected in the lymph nodes, lungs and spleen in all of the three pigs that challenged with *H. parasuis *serovar 5 SH0165 strain. In contrast, *H. parasuis *could not be detected by the three methods in the control group.

**Table 1:** Results of culture, nested PCR and LAMP analysis for three pigs challenged with *H. parasuis *serovar 5, presented as the number of pigs positive/pigs samples

Samples	***H. parasuis *culture**^**a**^	Nested PCR	LAMP
**Brain**	0/3	1/3	1/3
**Lymph node**	3/3	3/3	3/3
**Tonsil**	2/3	2/3	2/3
**Lung**	3/3	3/3	3/3
**Pericardial fluid**	2/3	2/3	2/3
**Heart**	1/3	1/3	1/3
**Spleen**	3/3	3/3	3/3
**Total site**	14/21	15/21	15/21
**%positive**	67	71	71

a: if *H. parasuis *was not identified by culture due to contaminated overgrowth, presence of *H. parasuis *was checked by nested PCR and LAMP on a colony sweep.

### Overview of differential expressed genes in PAMs

To investigate the dynamic gene transcriptional profiles of PAMs in response to *H. parasuis *infection, six microarrays were used in this experiment, corresponding to the RNAs from PAMs of three *H. parasuis *infected piglets and three controls. 

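Each array held the RNA of the PAMs of 1 piglet, taken 6 days after challenge with H. parasuis serovar 5 (3 piglets) or PBS (3 piglets). The paper gives 27 days as the age at weaning, whereas the sample labels give 27 days as the age of the piglets. The amount of RNA labelled is 1 μg in the paper and 6 μg in the sample labels. The deposited values are linear signals of 24123 probe sets from 1.00 to 20968. The paper names RMA for its microarray data and the submitters' processing notes name MAS 5. The summary method behind the deposited values therefore stays unknown. The median signal was 109, 106 and 110.6 on the arrays of infected piglets 1, 2 and 3. It was 66.2 and 65.7 on those of controls 1 and 2, and 103.0 on that of control 3. The bacterial RNAs dap, lys, phe and thr are made to be spiked into the RNA before it is copied and labelled, so the ratio of their 5' to their 3' signal is set by the labelling and not by the piglet. The geometric mean of this ratio was 0.428, 0.428 and 0.425 on the infected arrays. It was 0.188 and 0.204 on controls 1 and 2, and 0.404 on control 3. The pig RNAs actin, GAPDH and EF1A also had their lowest 5' to 3' ratios on controls 1 and 2. For actin these were 0.130 and 0.120, against 0.296 on control 3. After log2 transformation and quantile normalization, control 3 correlated across probe sets at a mean of 0.979 with the infected arrays and 0.943 with controls 1 and 2. The infected and control groups were compared with limma on the 23999 probe sets that are not Affymetrix controls, with Benjamini-Hochberg adjustment over all of them. Because 3 piglets against 3 allow no exact permutation p under 0.10, the number of genes whose infected and control values do not overlap is given beside limma's, where chance gives 10%. The difference from control 3 alone is given as well, as the control with a spike ratio near that of the infected arrays. A fit with the low spike ratio of controls 1 and 2 as a block estimates this same difference, so its p-values rest on 1 control, which is assumed to vary like the other arrays. A gene name was used for 10242 probe sets. The gene lists were written before the data were examined but after the paper's tables, chosen on these samples, had been read. The number of arrays limits the precision of every value.

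**Figure D1:**
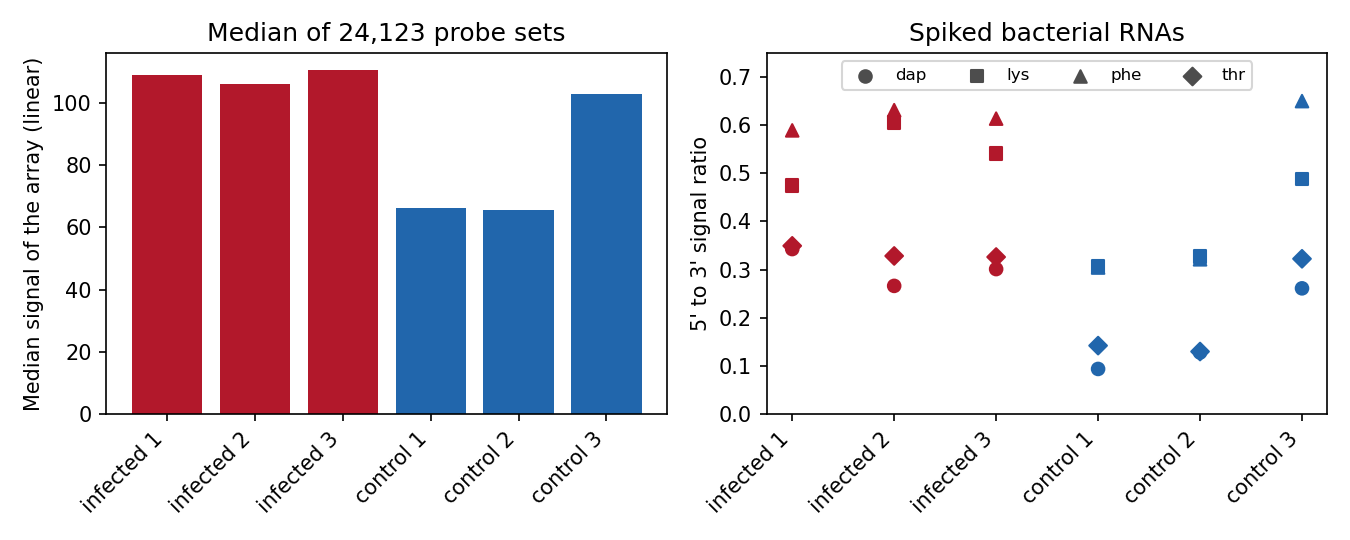
Median linear signal of each array (bars, left) and ratio of the 5' to the 3' signal of 4 spiked bacterial RNAs (points, right), for the 3 infected (red) and 3 control (blue) piglets. Controls 1 and 2 had medians of 66.2 and 65.7 and the lowest ratios of each RNA, while control 3 had a median of 103.0.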

The total RNA samples were hybridized with Affymetrix GeneChip Porcine Genome Array, and the microarray data were analyzed using Significance Analysis of Microarrays (SAM) [17]. Hybridization results indicated that 14,228 and 13,813 probes sets, corresponding to 58.9% and 57.3% of all probe sets, were detected in *H. parasuis *serovar 5 and mock-infected PAMs (Additional file 1). 

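After quantile normalization of the deposited signals, 5 probe sets rose in the PAMs of infected piglets and none fell at an adjusted p under 0.05 from limma. S100A4, a calcium-binding protein of the S100 family, had a log2 signal of 9.43 ± 0.20 (SD, n = 3 piglets) after infection and 7.17 ± 0.13 (SD, n = 3) in the controls. This is a log2 fold change of 2.26 (standard error 0.17, adjusted p = 0.0470 from limma). CCND2, the cyclin D2 that acts in the G1 phase of the cell cycle, had a log2 fold change of 2.38 (standard error 0.18, adjusted p = 0.0470 from limma). DYRK3, a protein kinase, had a log2 fold change of 1.69 (standard error 0.14, adjusted p = 0.0493 from limma). The other 2 probe sets have no gene name here, and their log2 fold changes were 2.25 and 2.05. Against control 3 alone the difference was 2.34 for S100A4, 2.45 for CCND2 and 1.75 for DYRK3, of which another probe set had a log2 fold change of 0.31. Of all 23999 probe sets, 2133 were higher and 3494 lower in every infected piglet than in every control, together 23.4% where chance gives 10%. An unadjusted p under 0.05 was reached by 4041 probe sets, of which 1704 were higher. The SAM score, computed again from the same values, was at least 2 in size for 2690 probe sets, of which 1124 were higher and 1566 lower. limma called none without any 1 of the other 5 arrays, but 4143 probe sets, 2008 higher and 2135 lower, without control 3. It called none with the low spike ratio of controls 1 and 2 as a block, a fit that rests on control 3 as the only control, where 805 probe sets were higher and 418 lower at an unadjusted p under 0.05.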

After quantile normalization and statistical analysis, 623 transcripts were identified at SAM |Score(d)| ≥ 2. Furthermore, Genes whose relative transcription levels showed a fold change FC ≥ 1.33 and SAM |Score(d)| ≥ 2 were considered to be up-regulated, and those with an FC ≤ 0.75 and SAM |Score(d)| ≥ 2 were considered to be down-regulated. 

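With the limits of the paper on fold change (1.33 and 0.75) and on the SAM score (2), 2344 probe sets differed between infected and control PAMs in the deposited signals, 1052 of them higher and 1292 lower. The genes with large differences included RNF128, an E3 ubiquitin ligase, with a log2 fold change of 3.64 (standard error 0.59, adjusted p = 0.123 from limma). It was 3.01 without infected piglet 1, and 2.42 with another probe set of RNF128. LRP11, a protein of the LDL receptor-related family, had a log2 fold change of 2.80 (standard error 0.35, adjusted p = 0.0647 from limma). JCHAIN, the joining chain of polymeric IgA and IgM, had a log2 fold change of 4.14 (standard error 0.85, adjusted p = 0.202 from limma), and the infected piglets exceeded control 3 by 2.29. It was 3.26 without control 1 and 5.06 without control 3. All of these were higher in every infected piglet than in every control. The 575 probe sets of Additional file 2 were chosen by the paper on these samples, so their direction here is not independent evidence. Of them, 561 had the direction given there, 427 of the 433 higher and 134 of the 142 lower ones. For 531 the infected and control values lay apart in that direction, and 571 had that direction against control 3 alone. With limma, 542 reached an unadjusted p under 0.05 and 3 an adjusted p under 0.05. The log2 fold changes correlated across these probe sets, which are not independent replicates, at r = 0.964 with those of Additional file 2. With controls 1 and 2 left out, chosen after the data were seen, 361 probe sets met the SAM and fold change limits, from 1 control and the spread of the infected arrays alone.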

In this study, 575 transcripts showed a level of expression that differed significantly from that of the control group with *H. parasuis *serovar 5 SH0165 strain infected group. These included 428 genes annotated with DAVID or by searching against the GenBank database (Additional file 2). Among these, 338 genes were up-regulated and 90 genes were down-regulated (Figure 1).

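Among the genes that were lower after infection were some of cell division, a list written with the paper's tables known. Of 29 measured members, 9 had positive log2 fold changes, 7 fell and none rose when adjusted over the list alone, and none passed over all probe sets. Additional file 2 lists 6 of these 7, so this is not independent evidence. The list had a median log2 fold change of -0.35 and an adjusted p of 0.00185 from camera, but an adjusted p = 0.611 with an estimated correlation. It was 0.246 with fry, 0.126 without control 3 and 0.307 without the 8 members that Additional file 2 lists. KIF20A, a kinesin of late mitosis, had a log2 fold change of -1.09 (standard error 0.25, adjusted p = 0.242 from limma). E2F1, a transcription factor of the G1 to S transition, had -0.92, CCNF -0.83 and MCM5, a subunit of the replicative helicase, -0.71. Every control exceeded every infected piglet for these 4 genes, which Additional file 2 also lists. Relative to control 3 alone the differences were -1.04, -0.53, -0.48 and -0.45. For the whole list the median difference from control 3 was -0.42, and 2 of the 29 members lay above control 3. Which direction held more genes changed with the settings. By the SAM and fold change limits 1052 probe sets were higher and 1292 lower after quantile normalization, or 464 and 172 with the constant s0 of the score at the median. These numbers were 591 and 29 with the signals as deposited, where s0 was also at the median, and 660 and 2414 with each array scaled to a common 75th percentile. The median log2 fold change of all probe sets was -0.04, 0.39 and -0.21 in these 3 scalings.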

**Figure 1:**
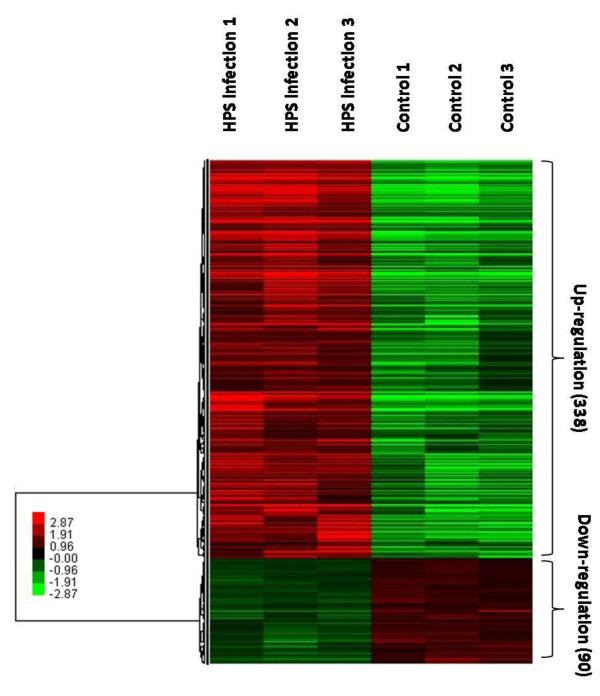
**A hierarchical cluster of 428 transcripts following *H. parasuis *infection in PAMs**. Each row represents a separate transcript and each column represents a separate piglet. Color legend is on the left, red indicates increased transcript expression levels, whereas green indicates decreased levels compared with normal samples. Up-/down-regulated response transcripts are highlighted on the right with the No. in each cluster in parentheses. Fold change is calculated based on the mean intensity value from 3 donors within each group.

The functions of the DE genes were analyzed by Molecular Annotation System 3.0 software http://www.capitabio.com[18]. In the MAS 3.0 tool, the GO terms and KEGG pathways are ranked with statistical significance by calculating their *p*-values based on hypergeometric distribution [19]. Go terms and KEGG pathways with *p-*values less than 0.05 are considered statistically significant [20]. Among the 428 annotated genes, a total of 229 genes were grouped into 156 categories based on biological process Gene Ontology (GO) terms with the *p*-values less than 0.05 (Additional file 3). Several GO terms were associated with the immune system. These were "inflammatory response" (GO:0006954, *p *= 2.06E-04), "immune response" (GO:0006955, *p *= 1.75E-03), "complement activation, classical pathway" (GO:0006958, *p *= 9.48E-04) and "leukocyte migration" (GO:0050900, *p *= 9.55E-03). 

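Some genes of chemokines, recruited monocytes and complement were higher in the PAMs of infected piglets, in lists written with the paper's tables known. Of 24 measured chemokines and chemokine receptors, 8 rose and none fell when adjusted over the list alone, and none passed over all probe sets. CXCR6, a receptor found on T cells, had a log2 fold change of 2.97 (standard error 0.39, adjusted p = 0.0718 from limma), and the infected piglets exceeded control 3 by 2.46. Of 15 measured markers of recruited monocytes, 5 rose and none fell when adjusted over the list alone, among them LY86 at 1.44. Of 27 measured genes of complement and coagulation, 6 rose and none fell when adjusted over the list alone. No member of these 2 lists passed over all probe sets either. C4BPA, which restrains the classical pathway, had a log2 fold change of 2.08, CFD, the factor D of the alternative pathway, 1.49 and C1R, a protease of the first complement component, 1.94. In the complement and coagulation list 10 genes were higher and 2 lower in every infected piglet. The lower ones were C3 at -0.73 and CFB at -0.32, chosen after their values were seen. The adjusted p from camera was 1.14e-04 for chemokines and receptors, 0.00186 for recruited monocytes and 0.0153 for complement and coagulation. With an estimated correlation these lists had an adjusted p = 0.214, 0.214 and 0.236. Additional file 2 holds 9, 5 and 6 of their measured members, and without these the adjusted p of each was 0.577. All 8 chemokine genes and all 5 monocyte genes that rose, and 4 of the 6 of complement and coagulation, are among these, so the lists are not independent evidence. For complement and coagulation the adjusted p from camera was also 0.155 with the signals as deposited, 0.0717 without control 1 and 0.119 without control 3. The median difference from control 3 alone was 0.18 for chemokines and receptors, 1.06 for recruited monocytes and 0.01 for complement and coagulation.

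**Figure D2:**
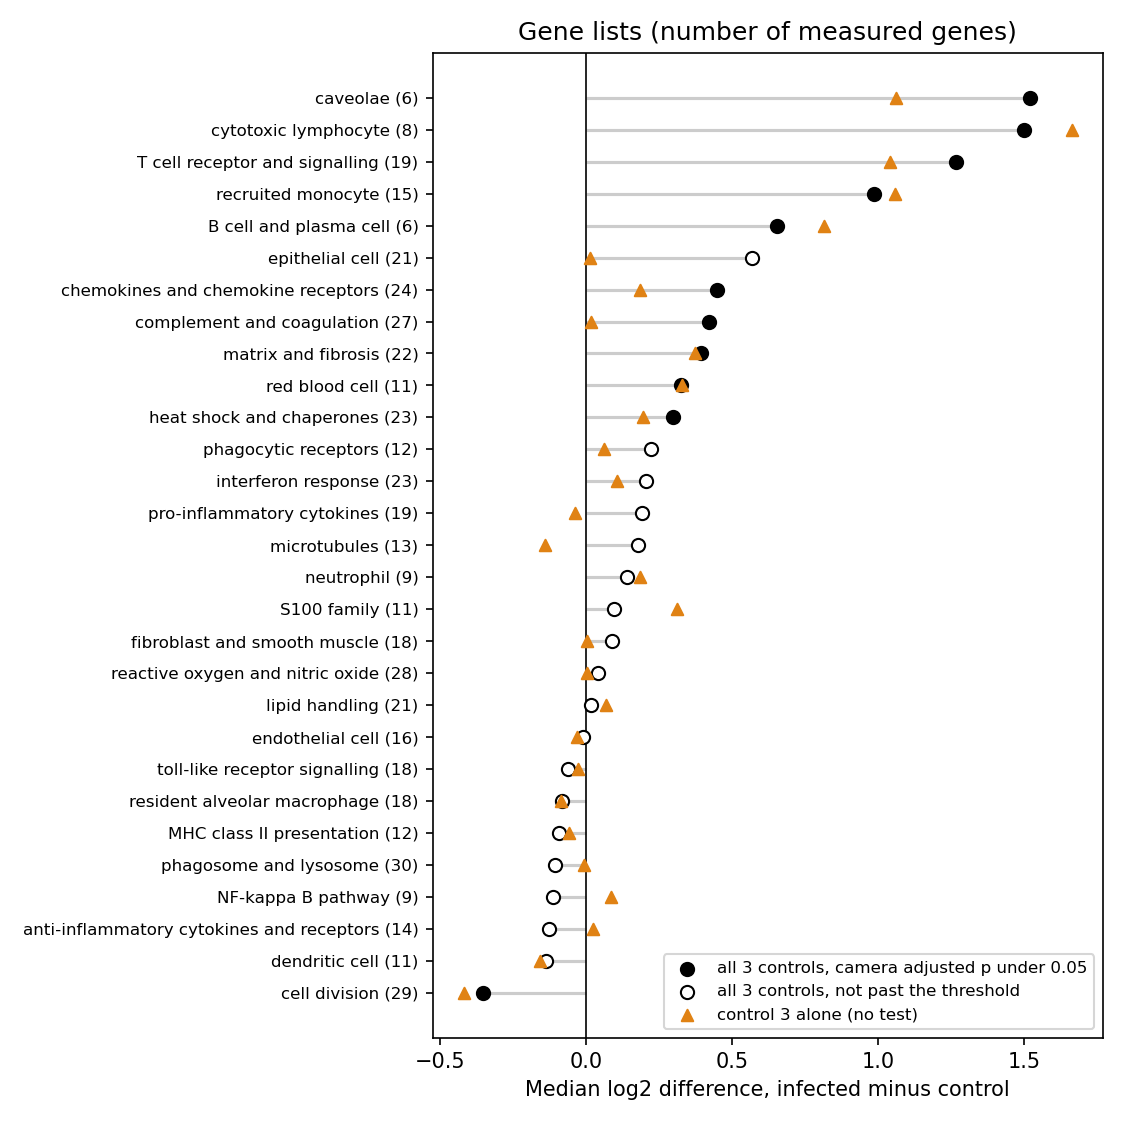
Median log2 difference between infected and control PAMs for 29 gene lists, with the number of measured genes in parentheses. Circles use all 3 controls (filled where the adjusted p from camera is under 0.05) and triangles control 3 alone. The chemokine list lies at 0.45 with all controls and at 0.18 with control 3 alone.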

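All 22 genes of Table 2 had higher signals in every infected piglet than in every control on the arrays. FCGR2B, an inhibitory receptor for IgG, had a log2 signal of 10.41 ± 0.68 (SD, n = 3 piglets) after infection and 5.85 ± 0.60 (SD, n = 3) in the controls. This log2 fold change of 4.57 (standard error 0.42) had an adjusted p of 0.0595 from limma. Genes of chemokines that attract monocytes and T cells followed, with log2 fold changes of 3.23 for CCL2, 1.95 for CCL3L1 and 1.59 for CCL4. CXCL14 stood at 2.85 and CXCR7, a scavenging receptor of CXCL12, at 2.64. CCL2 had 3.89 without infected piglet 2, and CXCL14 3.85 without control 2 and 2.17 without control 3. Among genes of lymphocytes, GZMH, a granzyme of cytotoxic cells, had a log2 fold change of 2.14, CD2 2.18 and CD247, the zeta chain of the T cell receptor complex, 1.27. More lymphocytes among the lavage cells may give this without a change in macrophages, and no cell counts were used here. The same holds for lymphocyte genes named elsewhere. The median over the 22 genes was 2.04 against all controls and 1.74 against control 3 alone, and all 22 were also above control 3. At an adjusted p under 0.05 from limma, 1 of the 22 passed over all probe sets and all 22 passed when adjusted over the list alone. The paper chose these genes on the same samples, so the latter is not independent evidence. With the low spike ratio of controls 1 and 2 as a block, which leaves control 3 as the only control, 21 of the 22 passed when adjusted over the list alone. The other 3 probe sets of CD247 had log2 fold changes of 1.72, 0.71 and -0.15. The probe set of PRKCQ in Table 2 is named PRKCH in the platform table.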

Particularly, the DE genes associated with immune and inflammatory response suggested that they play roles in host defense response to *H. parasuis *infection (Table 2). To gain insight into the different biological processes of *H. parasuis *infection, a pathway analysis by KEGG database was performed on DE genes (Additional file 4) [18]. The significant pathways mainly contained: cell adhesion molecules (*p *= 3.74E-12), cytokine-cytokine receptor interaction (*p *= 2.18E-10), complement and coagulation cascades (*p *= 1.16E-07), toll-like receptor signaling pathway (*p *= 1.93E-05), MAPK signaling pathway (*p *= 7.63E-04), which suggested that the host took different strategies to activate immune and inflammatory response upon *H. parasuis *infection.

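Genes that the paper assigns to these pathways were for the most part higher in infected PAMs. In cell adhesion molecules all 9 genes had positive log2 fold changes and 7 were higher in every infected piglet. CDH1, the E-cadherin of epithelial junctions, had a log2 fold change of 1.77 (standard error 0.29, adjusted p = 0.123 from limma). PECAM1 and CD8B, at 1.72 and 1.05, overlapped between the groups and lay 0.09 above and -0.20 from control 3 (2.53 and 1.67 without control 3). In cytokine-cytokine receptor interaction 8 of 9 genes had positive log2 fold changes, and the epidermal growth factor receptor EGFR had -0.89 (standard error 0.23). In complement and coagulation cascades CD59, which blocks the membrane attack complex, had 2.89, or 1.70 without infected piglet 2 and 3.56 without infected piglet 3. CD55 overlapped between the groups at 0.56 with the probe set of the paper, or 1.25 without control 1, and 2 other probe sets of it had 1.55 and 1.59. In the toll-like receptor signaling pathway 3 of 4 genes and in the MAPK signaling pathway 2 of 4 genes were higher in every infected piglet. In the hematopoietic cell lineage of Additional file 4, 9 of 11 genes were, among them the T cell receptor components CD3G at 3.07 and CD3D at 1.31. For such T cell genes, more lymphocytes among the lavage cells stay open as a cause. Over all probe sets none of the genes of these 6 pathways passed at an adjusted p under 0.05 from limma. Adjusted over each list alone, 8, 8, 4, 3, 3 and 9 genes passed in the order of the pathways above, but the paper chose them on these samples, so this is not independent evidence. With the low spike ratio of controls 1 and 2 as a block, which leaves control 3 as the only control, these numbers were 3, 8, 3, 3, 3 and 7. Other probe sets of CDH1, PECAM1 and CD59 had log2 fold changes of -0.26, 0.15 and 0.25. The median of the cell adhesion molecules was 1.72 against all controls and 0.71 against control 3 alone. A list of 18 measured genes of toll-like receptor signalling, fixed before the data were examined, had an adjusted p of 0.846 from camera. Of its members 2, TLR6 at 1.22 and CD14, rose and none fell when adjusted over the list alone. Additional file 2 also lists CD14. From these pathways the paper proposes that the host used different strategies to activate the immune and inflammatory response.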

**Table 2:** The DE genes associated with immune and inflammatory response in PAM after *H. parasuis *serovar 5 infection 6 days

Functional classification	Gene Description	GenBank ID	Fold Change	Score (d)	*q*-value (%)
**Immune and inflammatory response**					
	***Fc fragment of IgG, low affinity IIb, receptor***	NM_001033013.1	24.5846355	7.08397559608837	0
	***Chemokine (C-C motif) ligand 2***	NM_214214.1	10.66938955	3.61587781284878	0.542032509
	***Chemokine (C-C motif) receptor 5***	NM_001001618	9.336150413	6.3078994808823	0
	***Chemokine (C-C motif) ligand 3-like 1***	NM_001009579.1	3.984785551	5.9277826808052	0
	***Chemokine ligand 4***	NM_213779.1	3.27736509	4.8388236052463	0
	***S100 calcium-binding protein A14***	AK240199	1.774087863	2.21222644012883	3.76387374
	***S100 calcium-binding protein A6***	NM_001044557.1	2.496131662	2.1433599692719	4.658259579
	***S100 calcium-binding protein A4***	XM_001929560.1	5.120172033	9.15364933294775	0
	***CD247***	AK239043.1	2.33533278	3.72704398328664	0.542032509
	***CD14 molecule***	NM_001097445.2	2.798496395	3.06576353306702	0.993281247
	***low density lipoprotein receptor related protein 11***	NM_032832.5	6.960187733	5.253204788	0
	***chemokine (C-X-C motif) receptor 7***	XM_003133759.1	6.215116279	6.960762567	0
	***ring finger protein 128***	NM_001076071.1	14.61041884	4.192025143	0
	***transforming growth factor, beta-induced, 68 kDa***	XM_001111447.2	4.110924648	4.879669438	0
	***lymphotoxin beta***	AK234043.1	2.971296231	3.522685959	0.542032509
	***interleukin 1 beta***	NM_214055.1	2.897736981	2.601362002	2.021414468
	***chemokine (C X C motif) ligand 14***	XM_003123950.1	8.306998658	3.343782966	0.790729777
	***granzyme H***	NM_001143693.1	4.809267807	3.458161153	0.790729777
	***protein kinase C theta***	NM_001001640.1	3.106802289	3.332538502	0.790729777
	***superoxide dismutase 2, mitochondrial (SOD2)***	NM_214127.2	2.647298815	2.852910519	1.387404311
	***caveolin 2***	NM_001123091.1	5.305246137	4.935617987	0
	***CD2 molecule***	NM_213776.1	4.680082645	4.576351885	0

### Validation of microarray data by quantitative real-time PCR (qPCR)

In order to confirm the statistical significance of our findings, we performed quantitative real-time PCR (qPCR) analysis of the relevant genes in our original samples used in microarray study. Eleven genes were selected for qPCR analysis. 

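On the arrays the genes chosen for qPCR, CD14, CD3E, HSP70.2, TIMP1, SOD2, S100A4, S100A6, CAV1, CAV2 and coronin 1a (CORO1A), were higher in every infected piglet than in every control. TIMP1, an inhibitor of matrix metalloproteinases, had a log2 signal of 9.95 ± 0.57 (SD, n = 3 piglets) after infection and 6.49 ± 0.51 (SD, n = 3) in the controls. Its log2 fold change was 3.46 (standard error 0.36, adjusted p = 0.0647 from limma). CD3E, the epsilon chain of the T cell receptor complex, had a log2 fold change of 3.02 (standard error 0.37, adjusted p = 0.0647 from limma). HSP70.2, an inducible chaperone, had 1.77 (standard error 0.50, adjusted p = 0.292 from limma). The differences from control 3 alone were 3.27 for TIMP1, 2.20 for CD3E and 2.79 for HSP70.2, whose other 2 probe sets had log2 fold changes of 1.31 and 1.09. Of these 10 genes, S100A4 alone passed over all probe sets, and all 10 passed when adjusted over the genes of Table 3 alone, which the paper chose on these samples, so this is not independent evidence.

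**Figure D3:**
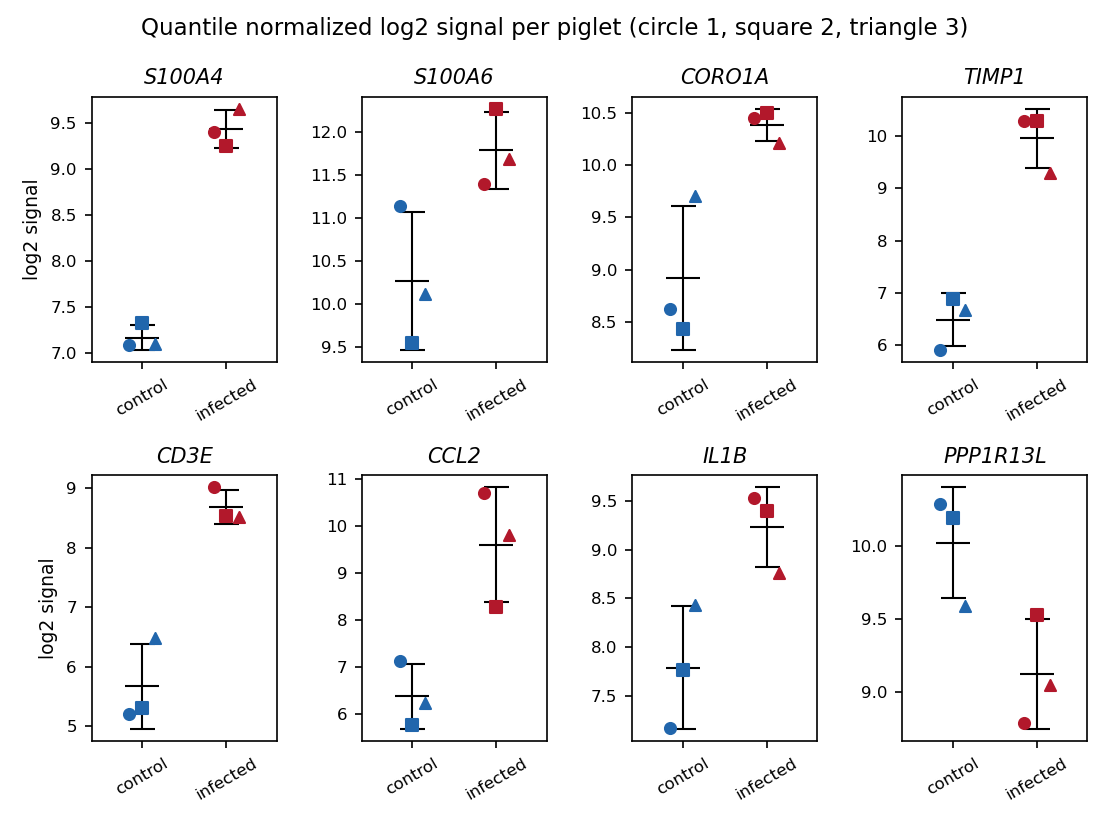
Quantile normalized log2 signal of 8 genes in control (blue) and infected (red) piglets, each panel with its own axis. Points are piglets, with circles, squares and triangles for replicates 1, 2 and 3, and black bars give the mean and SD. The infected piglets lie above every control for 7 genes and below them for PPP1R13L.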

Ten selected genes that were up-regulated in microarray also showed significantly higher expression in *H. parasuis *serovar 5 infected samples than in the control samples determined by qPCR analysis. The ppp1r13l gene that was down-regulated in microarray data also showed significantly lower expression in *H. parasuis *serovar 5 infected samples than in the control samples by qPCR (Table 3).

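The paper describes PPP1R13L as an inhibitor of NF-κB. Its log2 signal was 9.12 ± 0.37 (SD, n = 3 piglets) in infected PAMs and 10.03 ± 0.38 (SD, n = 3) in control PAMs. Every infected piglet was below every control. The log2 fold change was -0.90 (standard error 0.27), which did not pass over all probe sets (adjusted p = 0.292 from limma). It passed when adjusted over the genes of Table 3 alone, a list that the paper chose on these samples. Against control 3 alone the difference was -0.47. The log2 fold change was -0.36 with the signals as deposited and -0.95 with each array scaled to a common 75th percentile.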

**Table 3:** Validation of microarray results by qPCR

Gene	Accession	Primers	Microarray fold change	qPCR fold change	*p*-value	Product size
***CD14 molecule***^***a***^	NM_213973.1	**F:**GCAGAGGCTTTGAGGACCTTATC	2.798496395	3.835	0.0001	154 bp
		**R:**GCTGCGGATGCGTGAAGTT				
***CD3e molecule, epsilon (CD3-TCR complex)^a^***	NM_214227.1	**F:**ACCTCTTAGTTCCTCCCTTTG	5.671628855	4.619	0.005	137 bp
		**R:**TGCCAGCATTTACCCAGTC				
***heat shock protein 70.2^b^***	NM_213766.1	**F:**AGGCGGAGAAGTACAAAGCG	3.374059696	5.775	0.007	257 bp
		**R:**GATGGGGTTACACACCTGCTC				
***TIMP metallopeptidase inhibitor 1^b^***	NM_213857.1	**F:**CGCCTCGTACCAGCGTTAT	8.614065715	11.357	0.008	127 bp
		**R:**GTGGAAGTATCCGCAGACGC				
***superoxide dismutase 2, mitochondrial (SOD2)^b^***	NM_214127.2	**F:**TCTGGACAAATCTGAGCCCT	2.647298815	2.1687	0.003	119 bp
		**R:**GACGGATACAGCGGTCAACTT				
***S100A4***	XM_001929560.1	**F:**GTCCACCTTCCACAAGTA	5.120172033	5.4957	0.006	152 bp
		**R:**TGTCCAAGTTGCTCATCA				
***S100A6***	NM_001044557.1	**F:**AAGGCTGATGGAAGACTT	3.082743701	5.5237	0.016	105 bp
		**R:**TTGAGGGCTTCATTGTAGA				
***Caveolin 1***	NM_214438.2	**F:**CTTCACCACCTTCACTGT	4.301157871	2.319	0.041	184 bp
		**R:**GGAATAGACACGGCTGAT				
***Caveolin 2***	NM_001123091.1	**F:**GCAGACAATATGGAAGAGTG	5.305246137	3.327	0.011	85 bp
		**R:**CAGGCTGACAGAAGAGAA				
***coronin, actinbinding protein, 1A (CORO1A)***	BT025463.1	**F:**GTGGACTGGAGCCGAGATGGA	6.065784814	5.7667	0.0001	200 bp
		**R:**GCCACCTGCCGCTCACTC				
***protein phosphatase1, regulatory (inhibitor) subunit 13 like (PPP1R13L)***	XM_002801296.1	**F:**CACCAGAGCAGCCGCAGAG	0.506516661	0.2116	0.0001	107 bp
		**R:**GTCCAGGAGGAGCACCAGAGG				

a: Primers from reference 87

b: Primers from reference 16

### STRING analysis of the relationships between DE genes

STRING is a web-based interface that could predict protein associations which can mean direct physical binding and can also mean indirect interaction such as participation in the same metabolic pathway or cellular process on the basis of genomic context, high-throughput experiments, co-expression and data from the literature http://string.embl.de[21,22]. DE genes were analyzed using STRING for predicting network of proteins encoded by DE genes. Among the 428 annotated DE genes, 236 genes containing 181 up-regulated genes and 55 down-regulated genes were eligible to STRING analyses when the *Sus Scrofa *database was chosen. In order to seek the possibility of the associations between DE genes, the combined score of 0.15 was chosen. The network of predicted associations for all of the DE genes encoded proteins are shown in Additional file 5. Some molecules are the key molecules that link to other proteins according to the STRING analysis. However, many proteins do not link to others, indicating that their functions are unrelated or unknown. 

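The gene of IL-1β and the 12 genes of Figure 2A, with its node CD8 taken as CD8A, all had positive log2 fold changes in infected PAMs, and 11 of these 13 were higher in every infected piglet than in every control. PTGES, a synthase of prostaglandin E2, had a log2 fold change of 1.75 (standard error 0.39, adjusted p = 0.238 from limma). CD8A, a coreceptor of cytotoxic T cells, had 2.17 (standard error 0.28, adjusted p = 0.0712 from limma). SCARB2, a receptor of the lysosomal membrane, had 1.50, HSPH1, a chaperone, 0.85 and GBP2, a GTPase induced by interferon, 1.28. For GBP1 and CCL5 the groups overlapped. None of the 13 passed over all probe sets at an adjusted p under 0.05, and 11 passed when adjusted over the list alone, which the paper chose on these samples, so this is not independent evidence. The median over the 13 genes was 1.44 against all controls and 1.19 against control 3 alone. SCARB2 had 0.58 and overlapping groups with another probe set, and GBP1 had 2.14 and 2.05 without overlap with 2 others. In the block fit that rests on control 3 as the only control, 5 of the 13 passed when adjusted over the list alone.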

As shown in Figure 2A, a total of 12 DE genes encoded proteins are associated with IL-1β according to the textmining evidence, and they form the IL-1β network. Furthermore, the CD14 and SOD2 are associated with IL-1β according to the co-expression evidence. 

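The 12 genes that could be read from the picture of Figure 2B, CD14 and FCGR2B among them, had positive log2 fold changes in infected PAMs, and 11 of them were higher in every infected piglet than in every control. The exception was CCL5. A node printed CD3Q was not assigned to a gene, and CD8 was taken as CD8A. FGL2, a prothrombinase and regulator of immune cells that belongs to the fibrinogen family, had a log2 fold change of 1.77 (standard error 0.37, adjusted p = 0.208 from limma). MYLIP, a ubiquitin ligase that acts on the LDL receptor, had 1.72 (standard error 0.28, adjusted p = 0.123 from limma). CAV1, the main protein of caveolae, had 2.28 (standard error 0.35, adjusted p = 0.104 from limma). The median over the 12 genes was 2.12 against all controls and 1.73 against control 3 alone. No gene of the list passed over all probe sets, while 11 passed when adjusted over the list alone, and 10 in the block fit that rests on control 3 as the only control. The paper chose the list on these samples, so these counts are not independent evidence. The other probe set of CD14 had a log2 fold change of -0.07, the other 3 of FGL2 had 1.70, 1.94 and -0.12, and the other 2 of CAV1 had 1.97 and 0.38.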

Two of phagocytosis-related genes (*cd14, fcgr2β*) are associated with a total of 11 DE genes encoded proteins (Figure 2B) according to the textmining evidence, and they form the phagocytosis network. Furthermore, the IL-1β, FGL-2, CCL2 and FCGR2β are associated with CD14 according to the co-expression evidence.

**Figure 2:**
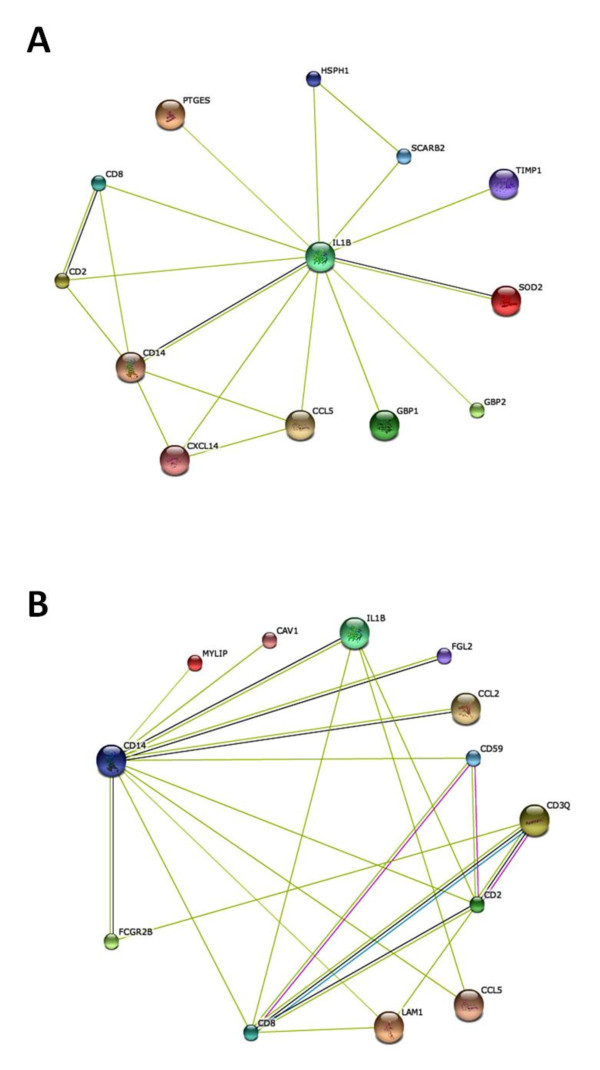
**STRING analysis of the relationship between DE genes**. The DE genes were analyzed using the *Sus Scrofa *STRING database. The network nodes represent the proteins encoded by the DE genes. Seven different colored link a number of nodes and represent seven types of evidence used in predicting associations. A red line indicates the presence of fusion evidence; a green line represents neighborhood evidence, a blue line represents coocurrence evidence; a purple line represents experimental evidence; a yellow line represents textmining evidence; a light blue line represents database evidence and a black line represents coexpression evidence. A: The network of DE genes related to IL-1β. B: The network of DE genes related to phagocytosis.

### Identification of novel infection-related DE genes

In order to identify novel candidates for disease-related DE genes, we evaluated the DE genes that were not highlighted in the KEGG or STRING analysis. Although the *s100a4, s100a6 *and *coronin 1a *were not highlighted in the KEGG or STRING analysis, they were found to play roles in the immune response [23-34]. These observations suggest that the three genes may be novel candidates for disease-related DE genes.

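S100A6 had a log2 signal of 11.78 ± 0.45 (SD, n = 3 piglets) in infected PAMs and 10.27 ± 0.80 (SD, n = 3) in control PAMs. Its log2 fold change was 1.51 (standard error 0.43, adjusted p = 0.292 from limma), and the infected piglets exceeded control 3 by 1.66. Coronin 1a (CORO1A), which binds F-actin at the phagosome, had a log2 signal of 10.39 ± 0.16 (SD, n = 3) after infection and 8.92 ± 0.69 (SD, n = 3) in the controls. With this probe set, the one in Table 3, the log2 fold change was 1.47 (standard error 0.34, adjusted p = 0.245 from limma), and the difference from control 3 was 0.68. The other 2 probe sets of CORO1A had log2 fold changes of 0.73 and -0.12. For S100A6 and the probe sets of CORO1A at 1.47 and 0.73, every infected piglet was above every control. S100A4 is the only 1 of the 3 genes that passed over all probe sets.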

Among the three genes, *coronin 1a *has not been identified in pigs before. So we cloned and sequenced the porcine *coronin 1a *gene according to description of Liu et al [35] and the sequence was submitted to the GenBank [GenBank: JN092377]. The full-length cDNA of porcine *coronin 1a *contains 1386 bp and 461 amino acid residues. Multiple sequence alignment with the identified *coronin 1a *of cattle, human, mouse, rat and the predicted *coronin 1a *of other species showed that the nucleotide sequence of the poCORONIN 1A ORF is 93.58%, 93.58%, 92.42%, 92.35%, 92.28%, 91.70%, 87.81% and 86.87% identical to that of panda, cattle, human, chimpanzee, northern white-cheeked gibbon, common marmoset, mouse and rat *coronin 1a*, respectively. At the amino acid level, the corresponding identities were 96.96%, 97.61%, 95.66%, 95.66%, 95.88%, 96.10%, 93.71% and 92.84%, respectively. To define the molecular evolutionary history of poCORONIN 1A, protein sequences from 9 vertebrates were obtained to construct a phylogenetic tree. Phylogenetic analysis showed that poCORONIN 1A belongs to the group containing the *Bos taurus *sequence (Additional file 6). Structural analysis with the ExPASy server http://expasy.org/ indicated that the poCORONIN 1A contains putative domains of Trp-Asp (WD) repeats signature, Trp-Asp (WD) repeats profile and Trp-Asp (WD) repeats circular profile at the N-terminus (Additional file 7).

### Expression analyses of S100A4, S100A6 in PK15 cells stimulated with LPS and Poly (I:C)

In order to investigate the expression patterns of *s100a4 *and *s100a6 *under general conditions that mimic bacterial and viral infection, the immunostimulation assay was carried out in PK-15 cells by using the LPS and Poly (I:C) as the stimulators.

Overnight cultures of PK-15 cells were treated with 1 μg/ml LPS or 10 μg/ml Poly (I:C) for 0, 2, 6, 12, 24 and 48 h. LPS and Poly (I:C) stimulation did not induce expression of porcine *s100a4 *until 48 h (Figure 3A, C). LPS stimulation induced expression of *s100a6 *at 2 h and 12 h, after which *s100a6 *expression dropped and plateaued for 24-48 h (Figure 3B). After Poly (I:C) stimulation, the expression of *s100a6 *reached the peak at 12 h, after which *s100a6 *expression dropped at 24 h, and the up-regulation of *s100a6 *was again observed at 48 h (Figure 3D). These observations indicate that both LPS and Poly (I:C) can induce the expression of porcine *s100a4 *and *s100a6 *in vitro.

**Figure 3:**
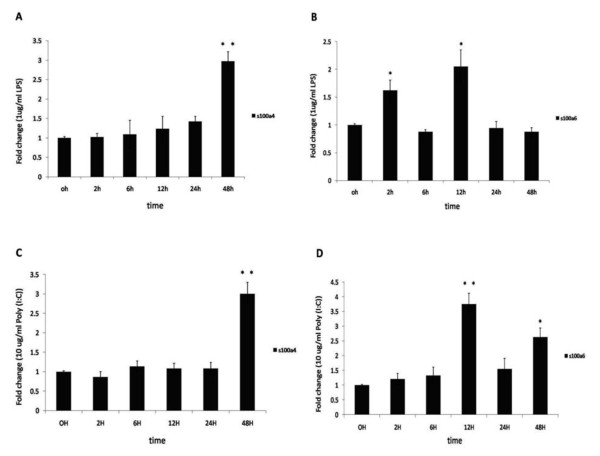
**Kinetic immune stimuli analyses challenged by LPS and Poly (I:C) in PK-15 cells**. A, B: LPS-induced expression of porcine *s100a4 *and *s100a6 *in PK-15 cells respectively. PK-15 cells were cultured with 1 μg/mL LPS for 48 h. C, D: Poly (I:C) induced expression of porcine *s100a4 *and *s100a6 *in PK-15 cells respectively. PK-15 cells were cultured with 10 μg/mL Poly (I:C) for 48 h. Relative expression of *s100a4 *and *s100a6 *were detected by qPCR and normalized to the expression of GAPDH. The fold increase is expressed as the mean of three replicates with SEM by comparison with the control (0 h). QPCR was performed using primers described in Table 3. The significance of difference for the expression compared to the untreated control (0 h) was calculated using two-directional paired Student's T-test. ** p ≤ 0.01; * p ≤ 0.05.

### In vivo expression of *s100a4 *and *s100a6 *in pigs with systemic infection of *H. parasuis*

In order to understand the expression of the *s100a4 *and *s100a6 *in pigs with systemic infection of *H. parasuis*, the different tissues obtained from the *H. parasuis *infected pigs and the controls were selected for the qPCR analysis. Our qPCR examination demonstrated that the increasing expression of *s100a4 *was observed in the lungs, spleen and lymph nodes of pigs infected with *H. parasuis *for 6 days (Figure 4A). The expression of *s100a6 *in the lungs, spleen and lymph nodes had the same expression tendencies (Figure 4B). However, in brain and heart of *H. parasuis *infected pigs, the expression of *s100a4 *and *s100a6 *did not show significant changes compared to the controls.

**Figure 4:**
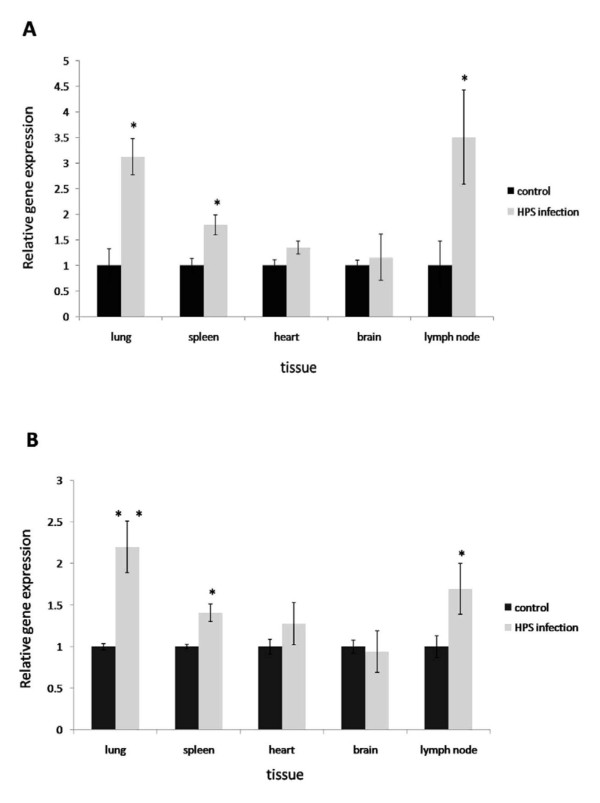
**Quantitative expression of *s100a4 *and *s100a6 *in five tissues from pigs with Glässer's disease**. A: Increased in vivo gene expression of *s100a4 *in lungs, spleen, lymph nodes of pigs with Glässer's disease. B: Increased in vivo gene expression of *s100a6 *in lungs, spleen, lymph nodes of pigs with Glässer's disease. Relative expression of *s100a4 *and *s100a6 *were detected by qPCR and normalized to the expression of GAPDH. The fold increase is expressed as the mean of three replicates with SEM by comparison with the control. The significance of difference for the expression compared to the control was calculated using two-directional paired Student's T-test. ** p ≤ 0.01; * p ≤ 0.05.

## Discussion

During infection, *H. parasuis *has to reach the lung and survive the host pulmonary defenses before invading the blood stream [13]. In the lung, bacteria have to confront alveolar macrophages, whose main roles include: ingestion of bacteria by phagocytosis, destruction of bacteria within phagolysosomes and recruitment of inflammatory cells to the site of infection via chemokines and acute-phase proteins [36].

Phagocytosis is a cytoskeleton-dependent process of engulfment of large particles, and macrophages could present a restricted number of phagocytic receptors that induce rearrangements in the actin cytoskeleton that lead to the internalization of the particle [36]. Phagocytosis is a key mechanism used by macrophages to control virulent Pasteurellaceae, such as *Pasteurella multocida, Haemophilus parasuis, Haemophilus influenzae, Actinobacillus pleuropneumoniae *[13,37-40]. In this study, the *cd14 *[41-44], *hmox1 *[45], *fcgr2β *[46] and *abca1 *[47] genes, which were identified as DE genes, were also found to be involved in the phagocytosis. 

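These 4 genes were higher in every infected piglet than in every control. CD14, a coreceptor for lipopolysaccharide, had a log2 fold change of 1.37 (standard error 0.29, adjusted p = 0.212 from limma). HMOX1, the heme oxygenase 1, had 0.65 (standard error 0.20), and ABCA1, which exports cholesterol, had 1.68 (standard error 0.50). None passed over all probe sets, and FCGR2B came nearest. All 4 passed when adjusted over the list alone, which the paper chose on these samples, so this is not independent evidence. Against control 3 alone the differences were 1.12 for CD14, 0.99 for HMOX1, 4.31 for FCGR2B and 1.47 for ABCA1. Of 12 measured phagocytic receptors, a list fixed before the data were examined, CD14 and FCGR2B rose and none fell when adjusted over the list alone. Both genes are in Additional file 2, so this is not independent evidence either. The list had an adjusted p of 0.102 from camera. The receptor FCGR3A had a log2 fold change of 0.77 and the lectin receptor CD209 1.18, or -0.11 against control 3 alone and 1.83 without control 3.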

Meanwhile, the STRING analysis indicated that many DE gene encoded proteins could interact with CD14 and FCGR2β molecules, suggesting that PAMs may upregulate these genes to facilitate the phagocytosis of *H. parasuis *or other cells to play their immunological roles.

One of the important mechanisms used by macrophage to play its immunological functions is to kill bacteria by the activation and recruitment of antibacterial effectors to the phagolysosome [36]. The fusion of phagosomes with lysosomes results in the formation of phagolysosomes [11,36]. 

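SMPD1, the acid sphingomyelinase of the lysosome, was lower in every infected piglet than in every control, whereas CORO1A was higher. The log2 signal of SMPD1 was 10.71 ± 0.26 (SD, n = 3 piglets) after infection and 11.74 ± 0.42 (SD, n = 3) in the controls. Its log2 fold change of -1.03 (standard error 0.26) did not pass over all probe sets (adjusted p = 0.264 from limma). Against control 3 alone the difference was -0.55, and the log2 fold change was -0.63 with the signals as deposited. The other 2 probe sets of SMPD1 had -0.57 and -0.25, also without overlap. Of 30 measured genes of the phagosome and lysosome, a list fixed before the data were examined, none rose or fell when adjusted over the list alone. In this list 7 genes were higher and 10 lower in every infected piglet, its median log2 fold change was -0.11 and its adjusted p from camera was 0.638. TFEB, a regulator of lysosomal genes, had a log2 fold change of -0.66 (standard error 0.20).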

In our study, we found two DE genes that were related to the formation of phagolysosome, that is, *smpd1 *[48] and *coronin 1a *[29-31]. Interestingly, many groups have reported that the CORONIN 1A could prevent lysosomal delivery and allow the bacteria to survive intracellularly [30,32-34]. In the course of infection, *H. parasuis *has to survive from the host pulmonary defense, such as alveolar macrophages, to produce disease. In this way, the up-regulation of *coronin 1a *gene may facilitate the *H. parasuis *in producing the disease.

Interleukin-1 beta (IL-1β) is an important inflammation-associated gene that is up-regulated in many microarray experiments [11,14,16,49]. Interestingly, Wilkinson et al reported that an increase in IL-1β gene expression is observed in *H. parasuis-*infected lungs [50]. In our study, IL-1β was also up-regulated in *H. parasuis-*infected PAMs. 

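IL1B, the gene of IL-1β, had a log2 signal of 9.23 ± 0.41 (SD, n = 3 piglets) in infected PAMs and 7.79 ± 0.63 (SD, n = 3) in control PAMs. Every infected piglet was above every control. The log2 fold change was 1.44 (standard error 0.36), with an adjusted p of 0.265 from limma over all probe sets. The difference from control 3 alone was 0.80.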

Unsurprisingly, STRING analysis also revealed that many molecules encoded by up-regulated genes interact with IL-1β and form the IL-1β network. Meanwhile, the pathway analysis indicated that IL-1β is in some pathways, such as cytokine-cytokine receptor interaction (*p *= 2.18E-10), MAPK signaling pathway (*p *= 7.63E-04), and toll-like receptor signaling pathway (*p *= 1.93E-05). CCL5/RANTES plays an important role in regulating the movements of inflammatory cells to the infection sites [51,52]. Many viruses, such as Japanese encephalitis virus (JEV) [53], respiratory syncytial virus (RSV) [54], influenza virus A [55] and porcine reproductive and respiratory syndrome virus (PRRSV) [51] have been shown to induce CCL5. In addition, some papers have reported that the CCL5 could be induced in macrophages by bacterial infections, such as *Salmonella typhimurium *infection, *Streptococcus pyogenes *infection and *Lactobacillus rhamnosus *infection [56,57]. Interestingly, in our study, the up-regulation of CCL5 was observed in *H. parasuis*-infected PAMs, which suggested that CCL5 plays a role in the host response against *H. parasuis *infection. Thus, during the *H. parasuis *infection, the PAMs mount a powerful inflammatory response in an effort to clear this pathogen. 

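CCL5 had a log2 signal of 9.35 ± 0.90 (SD, n = 3 piglets) in infected PAMs and 8.50 ± 0.77 (SD, n = 3) in control PAMs. The values of the groups overlapped. The log2 fold change of 0.85 (standard error 0.54) did not pass (adjusted p = 0.417 from limma), and the infected piglets exceeded control 3 by 1.68.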

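Of 19 measured pro-inflammatory cytokine genes, a list fixed before the data were examined, LTB alone rose and none fell when adjusted over the list alone. LTB, the lymphotoxin beta, had a log2 fold change of 1.65 (standard error 0.30, adjusted p = 0.150 from limma). Additional file 2 lists LTB, so its rise is not independent evidence. IL18 had 1.22 (standard error 0.49), which did not pass. TNF had a log2 fold change of -0.53 (standard error 0.53), IL6 0.04 (standard error 0.20) and CXCL8, which attracts neutrophils, 0.32 (standard error 0.43). The groups overlapped for these 3 genes, whose differences from control 3 were 0.22, -0.15 and -0.31. The sign for TNF was positive (0.06) with the signals as deposited, and that for IL6 was negative (-0.30) with each array scaled to a common 75th percentile. The adjusted p of the list from camera was 0.226.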

Alternatively, the influx of inflammatory cells to the site of infection may provide additional host cells for *H. parasuis *infection. However, sustained or excessive production of inflammatory cytokines can have damaging consequences. To counterbalance inflammatory cytokines, anti-inflammatory cytokines are produced. Anti-inflammatory cytokines include interleukin 10 (IL-10), transforming growth factor β (TGF-β), and IL-1 receptor antagonist (IL-1RA) [11,58,59]. Wilkinson et al reported that the IL-1β and its antagonist, IL-1RA are both more highly expressed in "susceptible" animals challenged with *H. parasuis *[50]. In our study, TGF-β, an anti-inflammatory cytokine, was increased in *H. parasuis *infection group. 

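TGFBI, which encodes a matrix protein induced by TGF-β and is the gene listed in Table 2, was higher in every infected piglet than in every control. Its log2 fold change was 1.89 (standard error 0.25, adjusted p = 0.0712 from limma), or 1.87 against control 3 alone. For TGFB1, the gene of TGF-β1, the log2 fold changes of the 2 probe sets were -0.23 and 0.36, or 0.27 and 0.72 against control 3 alone, and the groups overlapped in both. TGFB3 had -0.12 and -0.62 with 2 probe sets (0.02 and -0.61 against control 3 alone), and with the latter every infected piglet was below every control. TGFB2 lay between -0.79 and 0.26 with 4 probe sets (-0.04 to 0.48 against control 3 alone). The one at -0.79 had log2 signals of 5.53 and 5.15 in controls 1 and 2 and 3.42 in control 3. Its mean after infection was 3.91. None of the TGFB1, TGFB2 or TGFB3 probe sets reached an adjusted p under 0.05. With the signals as deposited TGFB1 had 0.28 and 0.93. IL10, the gene of the anti-inflammatory cytokine IL-10, had a log2 fold change of 1.32 (standard error 0.41, adjusted p = 0.292 from limma), or 2.00 against control 3 alone, and was higher in every infected piglet. Of 14 measured anti-inflammatory cytokines and receptors none rose or fell when adjusted over the list alone, and the list had an adjusted p of 0.638 from camera.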

During *H. parasuis *infection, anti-inflammatory signals may decrease the potentially damaging effects of proinflammatory cytokines on host tissue.

Macrophage also effectively controls bacterial infection by producing of reactive species such as oxygen species and nitric oxide (NO). Sustained production of NO endows macrophages with cytostatic or cytotoxic activity against viruses, bacteria, fungi, protozoa, helminths and tumor cells. Unsurprisingly, *H. parasuis *infection could cause up-regulated expression of a large set of genes involved in the nitric oxide production. These genes were: *spr, rora, klrk1, sod2 *and *il-1β *[60-66]. 

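These 5 genes were higher in every infected piglet than in every control. KLRK1, the receptor NKG2D of natural killer and T cells, had a log2 fold change of 2.33 (standard error 0.30, adjusted p = 0.0700 from limma). RORA, a nuclear receptor, had 2.53 (standard error 0.46, adjusted p = 0.150 from limma), SOD2, the mitochondrial superoxide dismutase, 1.33 (standard error 0.29, adjusted p = 0.224 from limma), or 0.64 with another probe set, and SPR, which makes the cofactor of nitric oxide synthases, 0.54 (standard error 0.22, adjusted p = 0.296 from limma). None passed over all probe sets, and all 5 passed when adjusted over the list alone, which the paper chose on these samples, so this is not independent evidence. For KLRK1, more lymphocytes among the lavage cells may also give a higher signal. The median over the 5 genes was 1.44 against all controls and 0.99 against control 3 alone. NOS2, the inducible nitric oxide synthase, had log2 fold changes of -0.37 (standard error 0.20) and -0.18 (standard error 0.14) with 2 probe sets, which turned to 0.09 and 0.15 with the signals as deposited. Of 28 measured genes of reactive oxygen and nitric oxide none rose or fell when adjusted over the list alone (adjusted p of the list 0.397 from camera).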

The up-regulated genes related to the nitric oxide production may contribute to the PAM for confronting *H. parasuis *infection.

The DE genes that are related to phagocytosis, formation of phagolysosome, chemokines production, and nitric oxide production may help us to better understand the complicated mechanisms by which PAMs play their functions. Another highlight of our study is the new identified candidate genes that may be implicated in the pathogenesis of Glässer's disease. These genes could help to screen the potential host agents for reducing the prevalence of *H. parasuis *and further understand the molecular pathogenesis associated with *H. parasuis *infection in pigs. These genes are: *s100a4, s100a6, caveolin 2 *and *ppp1r13l*.

S100 A4 and S100 A6 belong to the S100 family that contained 2 EF-hand calcium-binding motifs [23,27]. Two of S100 family genes (S100 calcium-binding protein A8 and A9) are dramatically up-regulated in spleen and lung following *H. parasuis *infection [67]. Meanwhile, many other S100 family genes are up-regulated following different bacterial and viral infection [16,18,67,68], suggesting that the S100 family genes play roles in the immune response to infections. 

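Of 11 measured genes of the S100 family, a list fixed before the data were examined, S100A4 rose both over all probe sets and when adjusted over the list alone, and none fell. S100A6 had an adjusted p of 0.0581 over the list alone from limma. S100A14 had a log2 fold change of 0.79 (standard error 0.25) and an adjusted p of 0.0651 over the list alone. All 3 were higher in every infected piglet than in every control. They are among the 4 members of the list that Additional file 2 holds, so this is not independent evidence. S100A8 and S100A9, the subunits of calprotectin, had log2 fold changes of -0.39 and 0.16, and S100A12 -0.63, with overlapping groups. S100A8 and S100A9 were chosen after their values were seen. The differences from control 3 alone were 0.31, 0.05 and 0.39. The list had an adjusted p of 0.0838 from camera and an adjusted p = 0.353 with an estimated correlation.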

In our study, the S100 calcium-binding protein A4 and A6 were up-regulated after *H. parasuis *infection when determined by microarray and qPCR. Further immunostimulation analysis indicated that the mRNA levels of S100 calcium-binding protein A4 (S100A4) and S100 calcium-binding protein A6 (S100A6) in porcine PK-15 cells increased within 48 h and were sustained after administration of LPS and Poly (I:C) respectively. We also found that the *s100a4 *and *s100a6 *genes were up-regulated in lungs, spleen and lymph nodes in *H. parasuis *infected pigs. Interestingly, the kidney fibrosis [24-26,69], liver fibrosis [70,71], lung fibrosis [72-74], cardiac fibrosis [23,75,76] and peritoneal fibrosis [77] are found to be related to the expression of *s100a4*. Glässer's disease is characterized mainly by fibrinous polyserositis, meningitis, and arthritis. In this way, we hypothesized that the increase expression of *s100a4 *may underlie fibrosis during *H. parasuis *infection in pigs. Meanwhile, some reports indicated that *s100a6 *plays roles in cell proliferation and signaling transduction [27,28]. Therefore, the *s100a4 *and *s100a6 *genes could be two novel genes related to *H. parasuis *infection.

Caveolins are the major components and protein markers of caveolae that are 50-100 nm invaginations of membrane. The caveolin gene family includes three members in vertebrates, caveolin-1, caveolin-2 and caveolin-3, of which caveolin 1 and caveolin 2 have been detected in mouse macrophages [35,78]. Caveolin 1 molecule is related to *H. parasuis *infection [35]. Caveolin 2, which localizes to the Golgi complex but redistributes to plasma membrane, caveolae and rafts when co-expressed with caveolin 1, is a potential key molecule related to the *Pseudomonas *infection causing pneumonia in patients with cystic fibrosis and other immunocompromising conditions [79,80]. In our study, the *caveolin 2 *gene was highly expressed in PAM isolated from the *H. parasuis *serovar 5 challenged group. Therefore, in addition to the *caveolin 1 *gene, the *caveolin 2 *gene may be a novel candidate gene related to *H. parasuis *infection.

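CAV2 had a log2 signal of 6.47 ± 0.21 (SD, n = 3 piglets) in infected PAMs and 4.04 ± 0.91 (SD, n = 3) in control PAMs. Its log2 fold change was 2.43 (standard error 0.44, adjusted p = 0.146 from limma) with the probe set of Table 2. With another it was 1.80 (standard error 0.26, adjusted p = 0.0889 from limma). The infected piglets exceeded control 3 by 3.33 and 2.18 in these probe sets. Of 6 measured genes of caveolae, a list fixed before the data were examined, CAV1, CAV2 and CAVIN2, a coat protein of caveolae, rose and none fell when adjusted over the list alone. CAVIN2 had a log2 fold change of 2.04 (standard error 0.40). FLOT2, a flotillin, had 1.24 with overlapping groups and -0.26 against control 3 alone, 1.99 without control 3, and -0.32 with another probe set. The list had an adjusted p of 0.0286 from camera, and an adjusted p = 0.353 with an estimated correlation. Without control 3 it was 0.119, and without the 3 genes that rose, which Additional file 2 lists, 0.869.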

The NF-kappa B (NF-κB) signaling pathway is important in signal transduction during the innate immune response [36]. NF-κB signaling relies on the targeting of IκB (inhibitor of NF-κB) subunit to the proteasome to allow NF-κB to translocate from the cytosol to the nucleus where it activates gene transcription [81]. The PPP1R13L is mentioned as a novel inhibitor of NF-κB [82]. 

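Of 9 measured genes of the NF-κB pathway, a list fixed before the data were examined, TNFRSF1B, the second receptor of TNF, rose when adjusted over the list alone. Its log2 fold change was 0.84 (standard error 0.14, adjusted p = 0.132 over all probe sets from limma), and every infected piglet was above every control. PPP1R13L had an adjusted p of 0.0605 over the list alone from limma. NFKBIA, the inhibitor IκBα, had a log2 fold change of -0.28 (standard error 0.29), and NFKB1, the p105 precursor of p50, had 0.06, both chosen after their values were seen. The sign of IKBKG and CYLD, at -0.20 and -0.23, turned with the signals as deposited. The adjusted p of the list from camera was 0.638, and its median log2 fold change was -0.12, or 0.08 against control 3 alone.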

In our study, microarray and qPCR analysis indicated that the mRNA of PPP1R13L was down-regulated significantly compared to control. The IPA network indicated that the PPP1R13L could directly or indirectly interacts with many molecules, such as micro RNAs, transcriptions, enzymes, and cytokines (Additional file 8), suggesting that *ppp1r13l *gene is an innate immune related gene that plays a role in PAM during *H. parasuis *infection. The detailed mechanism of *ppp1r13l *gene in NF-κB signaling pathway in *H. parasuis *infected PAM needs further studies.

## Conclusion

This is the first study focusing on response of porcine alveolar macrophages to *Haemophilus parasuis *by using the Affymetrix GeneChip Porcine Genome Array. Although great efforts have been made to understand the molecular basis of *H. parasuis *infection, the cellular response to *H. parasuis *infection is still largely unknown. The high-density cDNA array technology to analysis of *H. parasuis*-infected PAM could improve our understanding of the *H. parasuis *infection. Our data show that a series of genes are activated upon *H. parasuis *infection. These genes are involved in inflammatory response, immune response, microtubule polymerization, regulation of transcript and signal transduction. 

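Of 13 measured genes of microtubules, a list fixed before the data were examined, none rose or fell when adjusted over the list alone. CLIP1, a linker of growing microtubule ends, had a log2 fold change of 0.85 (standard error 0.20, adjusted p = 0.246 over all probe sets and 0.0525 over the list alone from limma) and was higher in every infected piglet. TUBB4B, a beta tubulin, had 0.99 with overlapping groups and -0.08 against control 3 alone. CLASP1 had -0.33 and MAP4 -0.35, both of which turned positive with the signals as deposited, and other probe sets of MAP4 had 0.87 and 0.13. The list had an adjusted p of 0.638 from camera, a median log2 fold change of 0.18 against all controls and -0.14 against control 3 alone.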

Particularly, some genes related to phagocytosis, formation of phagolysosome, chemokines production and nitric oxide production could contribute to explain the complicated mechanisms by which PAM played its functions. Some new identified genes may also provide implication on the pathogenesis of Glässer's disease caused by *H. parasuis*.

## Methods

### Animals for Microarray experiment and porcine alveolar macrophages isolation

All animals' tissue collection procedures were performed according to protocols approved by the Hubei Province PR China for Biological Studies Animal Care and Use Committee. Six piglets which were obtained from a commercial herd free of Glässer's disease were weaned at 27 days, shipped to the Animal Disease Center of Huazhong Agricultural University, and raised with isolation facilities. Three piglets were randomly allocated to the non infected group and three to the infected group. The three piglets were intratracheally challenged with *H. parasuis *strain 0165 (serovar 5) at a dose of 6 × 10^9 ^colony-forming units (CFU). The noninfected group piglets were treated similarly with identical volume of PBS served as control. All piglets were determined to the HPS-free by serum indirect haemagglutination (IHA) test before artificial bacterial challenges. Clinical signs and lesions of Glässer's disease were apparent in the challenged group at 6 days post-infection (dpi). All piglets were slaughtered at 6 dpi. Bacterial isolation, nested PCR and LAMP were performed after the piglets were killed at 6 dpi. PAMs were isolated according to Olvera's description [13]. Briefly, Bronchoalveolar lavage of the lungs was performed with 100 mL aliquots of sterile PBS containing gentamicin at 70 μg/mL (Sigma-Aldrich). To collect the porcine alveolar macrophages (PAM), lavage fluids were centrifuged at 230 g for 15 min, and then cells were washed twice with Dulbecco's Modified Eagle's Medium (DMEM) with gentamicin (50 μg/mL). PAM isolation was confirmed by detection of macrophage markers (SWC3, CD169 and SLAII) in the cells by flow cytometry.

### RNA preparation for Microarray experiment

Total RNA were extracted from PAM of each group with Trizol (Invitrogen) then quantified using the NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific Inc., USA). The quality of the RNA was checked by formaldehyde denaturing gel electrophoresis in 1.2% agarose gels, which showed dispersed bands (28S and 18S) without any obvious smearing patterns that would indicate degradation.

### Microarray hybridization and data analyses

Affymetrix GeneChip Porcine Genome Array, which contains 24,123 probe sets to interrogate 23,256 transcripts in pig, represents 20,201 genes, was used in microarray analysis. Hybridization, data capture and analysis were performed by CapitalBio Corporation (Beijing, China), a service provider authorized by Affymetrix Inc. (Santa Clara, CA). Briefly, a total of 1 μg RNA was used for cDNA synthesis and to produce biotin-tagged cRNA with GeneChip IVT Labeling kit (Affymetrix). A total of 15 μg fragmented cRNA, with contol oligo B2 and eukaryotic hybridization controls (bioB, bioC, bioD, cre) was hybridized to each GeneChip array at 45°C for 16 hours (Affymetrix Gene Chip Hybridization Oven 640) according to manufacturer's instructions. After hybridization, the GeneChip arrays were washed and stained with streptavidin phycoerythrin onan (SAPE) with Affymetrix Fluidics Station 450 followed by scanning with the Affymetrix GeneChip Scanner 3000. Six microarrays were used in the experiment, corresponding to the RNAs from PAMs of three *H. parasuis *infected piglets and three controls.

The hybridization data were analyzed using GeneChip Operating Software (GCOS, version 1.4), which uses statistical criteria to generate a 'present' or 'absent' call for genes represented by each probe set on the array. The scanned images were first assessed by visual inspection and then analyzed to generate raw data files saved as CEL files using the default setting of GCOS 1.4. Microarray data were normalized using the robust multi-array average (RMA) method [83], which consists of three steps: background correction, quantile normalization (each performed at the individual probe level), and robust linear model fit using log-transformed intensities (at the probe set level). Significance Analysis of Microarrays (SAM) add-in to Microsoft Excel was used for comparisons of replicate array experiments. SAM identifies genes with statistically significant changes in expression by assimilating a set of gene-specific *t*-tests, and provides an estimate of the false discovery rate (FDR) from randomly generated data. Genes with scores higher than a threshold value or genes with FDR value lower than the threshold value were deemed potentially significant. Furthermore, fold-change analysis which calculates the ratios of geometric means of expression intensities of *H. parasuis*-infected PAMs relative to controls was performed. These ratios were reported as the up-or down-fold change. In this study, genes were considered statistically significant if they had SAM |Score(d)| ≥ 2 [84,85] and exhibited a fold change ≥ 1.33 and ≤ 0.75. DE genes performed for hierarchical cluster (Ver.3.0) and TreeView (Ver.1.1.1) analyses. Genes with significant similarities to the transcripts in nr database based on BLASTX searches were selected for GO analysis, performed by MAS 3.0 software which was based on DAVID database (CapitalBio, Beijing, China) [16]. Annotation results were obtained by inputting the list of gene symbol as identifier [18]. The Pathway analysis was done using the MAS 3.0 software which was based on the Kyoto Encyclopedia of Genes and Genomes database (KEGG) (CapitalBio, Beijing, China). All microarray results from this study were deposited in NCBI'S Gene Expression Omnibus (GEO) database, accession numbers are: Platform, GPL 3533, Samples, GSM 747145, GSM 747146, GSM 747147, GSM, 747148, GSM 747149, GSM 747150 with the series accession number GSE 30172.

### QPCR analysis

Total RNA were extracted from the PAMs of each group with Trizol (Invitrogen) and 5 μg of total RNA were used for first strand cDNA synthesis by using Superscript II cDNA amplification System (Invitrogen) following manufacturer's instructions. Real-time PCR was performed using LightCycler 480 (Roche Applied Science) and Quantitect SYBR Green PCR kit (Roche) following the companies' instructions. Briefly, PCR assay was performed under the following conditions: 95°C for 15 sec, 55°C for 15 sec and 72°C for 15 sec. Real-time PCR primers for each gene were indicated in Table 3. All the primers were originally designed using Primer 3 software (Rozen & Skaletsky, 2000) or according to the published papers. Results were calculated by minus delta delta threshold cycle (-ddCt) method. Briefly, the threshold cycle Ct_1 _of each sample reaction were deducted with the threshold cycle Ct_2 _of GAPDH reaction for normalization, then deducted from the threshold cycle Ct_3 _of calibration control (40 Cycles in this experiment); thus, the final result was represented by the formula: Ct_3_-(Ct_1_-Ct_2_).

### Expression of S100A4, S100A6 in PK-15 cells stimulated with LPS and Poly (I:C)

PK-15 cells have been shown especially useful for the study of infectious disease processes in swine [86,87]. In this study, 12 groups (with three repeats in each group, ~1 × 10^5 ^cells/samples) of PK-15 cells were grown in culture medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum at 37°C with 5% CO_2_. Adherent PK-15 cells were obtained by washing off nonadherent cells with warm culture medium and PBS twice, respectively. Adherent cells were further cultured in DMEM (control samples) or treated with 1 μg/mL LPS (Sigma-Aldrich, *E.coli *0127:B8) or 10 μg/mL Poly (I:C) (Sigma-Aldrich) respectively (stimulated samples) for 0 h, 2 h, 6 h, 12 h, 24 h and 48 h. Cells were harvested and total RNA were extracted as described above.

### DNA preparation from bacterial isolates and clinical samples

Bacterial cultures were harvested from trypticase soy agar (TSA) using an inoculation loop and were placed into a 1.5 mL tube to which was added with 500 μL of phosphate buffered saline (PBS). One milliliter of the fluid and 0.5 g of the tissue samples were respectively placed in sterile tubes containing 5 mL of trypticase soy broth (TSB), 5 μL nicotinamide adenine dinucleotide (NAD) and 500 μL sterilized fetal bovine serum and then incubated for 8 h at 37°C with agitation. Five hundred microliters of the suspension was removed to a new 1.5 mL tube. Tubes containing bacteria, tissue and fluid suspensions were centrifuged at 13,400 g for 5 min. After centrifugation, the supernatant was discarded and the remaining pellet was suspended in 200 μL PBS, boiled for 10 min. After boiling, tubes were centrifuged at 13,400 g for 5 min. Fifty microliters of supernatant from each sample containing extracted DNA were mixed with 50 μL of Tris-EDTA buffer and stored at 4°C. This final solution was used as DNA template in nested PCR and LAMP reaction. The primers for nested PCR and LAMP were listed in Additional file 9. The procedure of bacterial isolation, nested PCR and LAMP were carried out according to description of Wang et al [6].

### Detection of s100a4 and s100a6 expression in different tissues

Three pigs in *H. parasuis *infection group and control group were selected for the analysis of *s100a4 *and *s100a6 *expression in different tissues. Total RNA from 5 porcine organs (inguinal lymph node, heart, spleen, lung, brain) was isolated with RNAprep pure Tissue Kit (TianGen Biotech (Beijing) Co., Ltd). Total RNA was then quantified by NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific Inc., USA). The quality of the RNA was checked by formaldehyde denaturing gel electrophoresis in 1.2% agarose gels, which showed dispersed bands (28S and 18S) without any obvious smearing patterns that would indicate degradation. Two microgram of total RNA was used for reverse transcription polymerase chain reaction, using the TransSript First Strand cDNA Synthesis SuperMix according to the manufacturer's instructions (TianGen Biotech (Beijing) Co., Ltd). The qPCR assays were performed and analyzed as described above, with primers listed in Table 3.

### Data for STRING and IPA analysis

Differentially expressed (DE) genes were analyzed using STRING http://string.embl.de, a database of known and predicted protein interaction for DE gene encoded proteins. The results were obtained by inputting the list of gene symbol as identifier (organism = *sus scrofa*, combined score = 0.15). *Ppp1r13l *gene was selected for network exploration using Ingenuity Pathway Analysis (Ingenuity^® ^Systems, http://www.ingenuity.com). The data set containing gene identifier and corresponding expression value was uploaded into in the application. The identifier was mapped to its corresponding object in Ingenuity's Knowledge Base; Network Eligible molecules were then overlaid onto a global molecular network so that network of Network Eligible Molecules could be algorithmically generated based on their connectivity.

## Abbreviations

*H. parasuis*: *Haemophilus parasuis*; DE: differentially expressed; FC: fold change; GO: Gene Ontology; QPCR: quantitative real-time PCR; PAM: porcine alveolar macrophages; LPS: lipopolysaccharide; Poly (I:C): polyinosinic acid-polycytidylic acid; PK-15: pig kidney-15; LAMP: loop-mediated isothermal amplification. TSA: trypticase soy agar; TSB: trypticase soy broth; NAD: nicotinamide adenine dinucleotide. MAS: Molecular Annotation System. SAM: Significance Analysis of Microarrays. FDR: false discovery rate. IPA: Ingenuity Pathway Analysis. DAVID: Database for Annotation, Visualization and Integrated Discovery. ORF: open reading frame.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YW and CL carried out all works in the lab and drafted the manuscript. YF, XL, WL, SL, YL, YL, and CC participated in the animal challenge experiment and immunoassays. CC and JCA participated in the experiment design and coordination. QH conceived the study, and participated in its coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **PAMs transcriptome analysis following *H. parasuis *infection using the Affymetrix Porcine Genechip**. Click here for file

Additional file 2 **575 transcripts that are differentially expressed in PAM following *H. parasuis *infection**. Click here for file

Additional file 3 **Categories of annotated DE genes based on biological process GO term. Many categories shared the same transcripts**. Click here for file

Additional file 4 **KEGG Pathway analysis of annotated DE genes**. Click here for file

Additional file 5 **STRING analysis of all annotated DE genes**. Click here for file

Additional file 6 **Phylogenetic tree of coronin 1a**. Click here for file

Additional file 7 **Multiple alignment of the porcine coronin 1a protein with other 8 known coronin 1a proteins**. Click here for file

Additional file 8 **Ppp1r13l related genes by IPA analysis**. Click here for file

Additional file 9 **Primers for nested PCR and LAMP**. Click here for file

# Supplementary material for: Transcription analysis on response of porcine alveolar macrophages to Haemophilus parasuis
**Source:** BMC Genomics. 2012 Feb 13;13:68. doi: 10.1186/1471-2164-13-68

**Additional file 5**: STRING analysis of all annotated DE genes. The DE genes were analyzed using the *Sus Scrofa* STRING database. The network nodes represent the proteins encoded by the DE genes. Seven different colored link a number of nodes and represent seven types of evidence used in predicting associations. A red line indicates the presence of fusion evidence; a green line represents neighborhood evidence, a blue line represents coocurrence evidence; a purple line represents experimental evidence; a yellow line represents textmining evidence; a light blue line represents database evidence and a black line represents coexpression evidence.

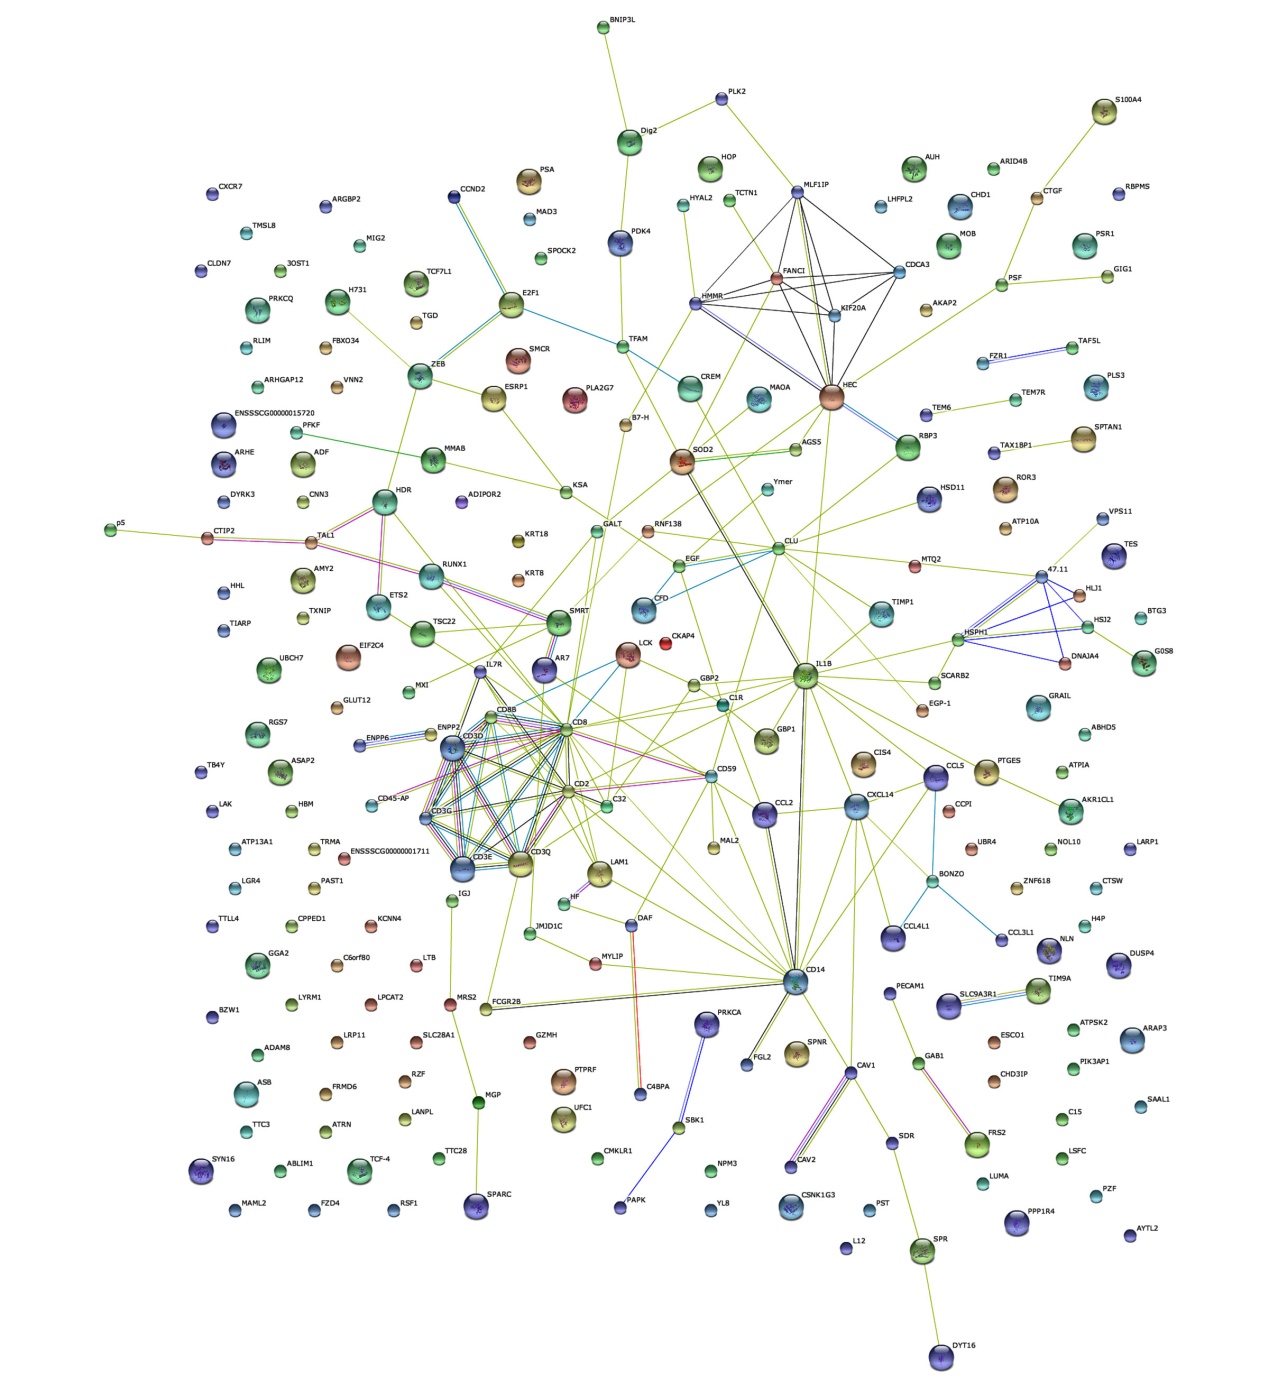

**Supplement:** Additional file 5 — STRING analysis of all annotated DE genes.

# Supplementary material for: Transcription analysis on response of porcine alveolar macrophages to Haemophilus parasuis
**Source:** BMC Genomics. 2012 Feb 13;13:68. doi: 10.1186/1471-2164-13-68

**Additional file 6**: Phylogenetic tree of CORONIN 1a. Phylogenetic analysis was conducted using the neighbor-joining method based on multiple alignments of 9 known CORONIN 1a from GenBank using MEGA version 5. The bootstrap confidence values marked at the node of the tree are based on 1000 bootstrap replicates. The horizontal branch lengths are proportional to the estimated divergence of the sequence from the branch point, whereas the vertical branch lengths are arbitrary.

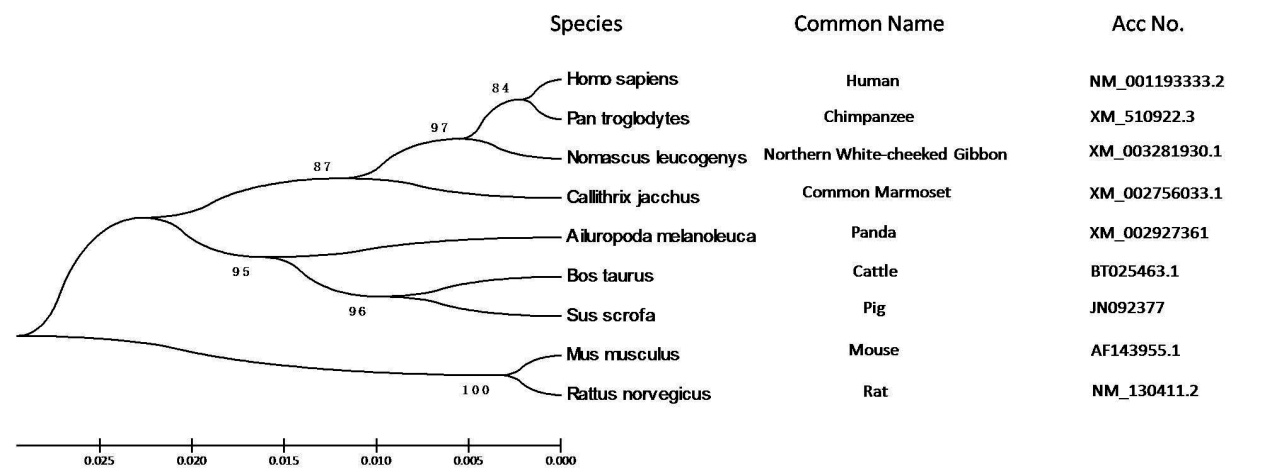

**Supplement:** Additional file 6 — Phylogenetic tree of coronin 1a.

# Supplementary material for: Transcription analysis on response of porcine alveolar macrophages to Haemophilus parasuis
**Source:** BMC Genomics. 2012 Feb 13;13:68. doi: 10.1186/1471-2164-13-68

**Additional file 7**: Multiple alignments of the poCORONIN 1A with other 8 known CORONIN 1A proteins. The putative Trp-Asp (WD) repeats signature, Trp-Asp (WD) repeats profile and Trp-Asp (WD) repeats circular profile are indicated by underline. The numbers indicate the aa position.

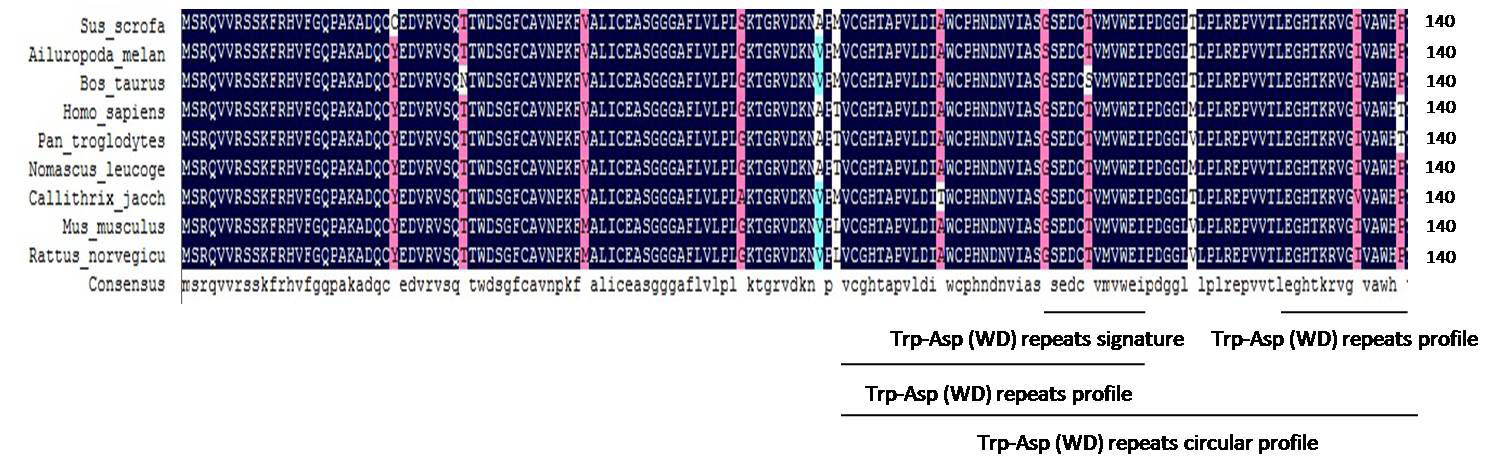

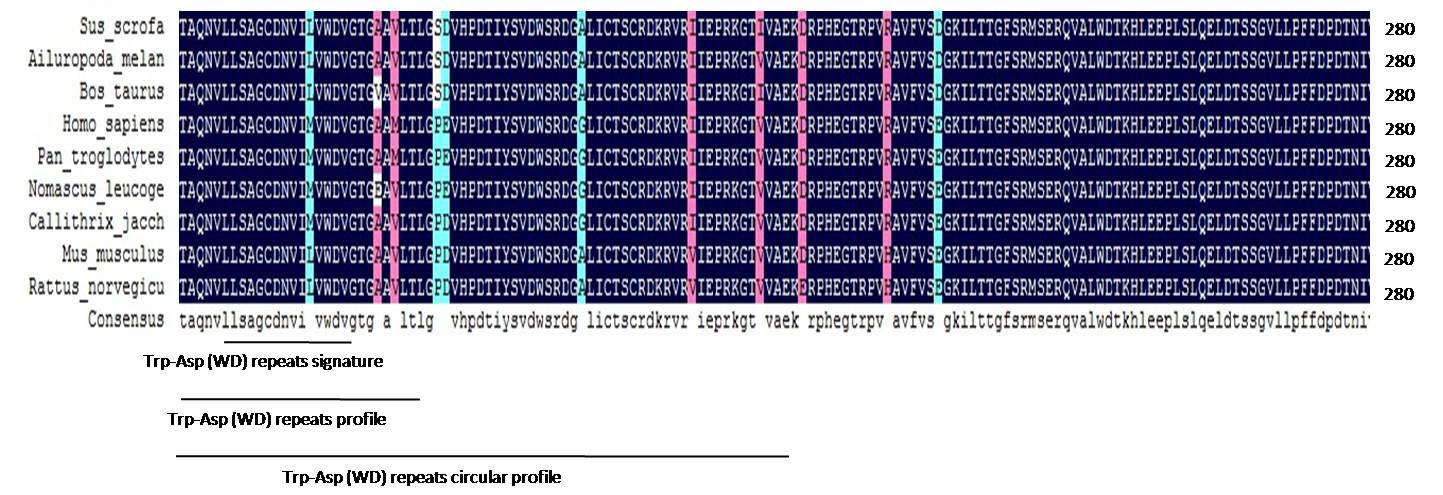

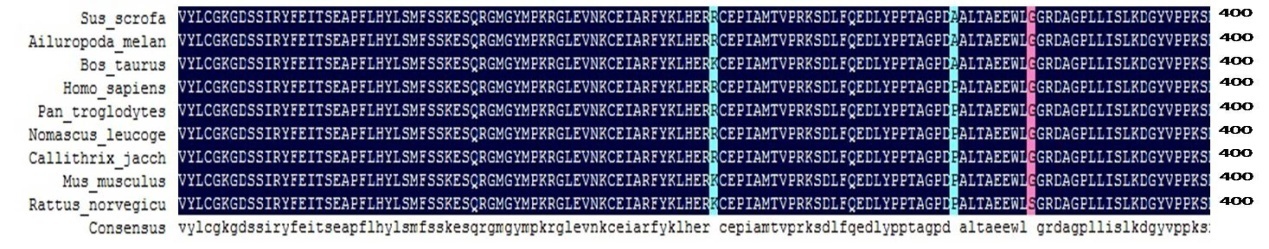

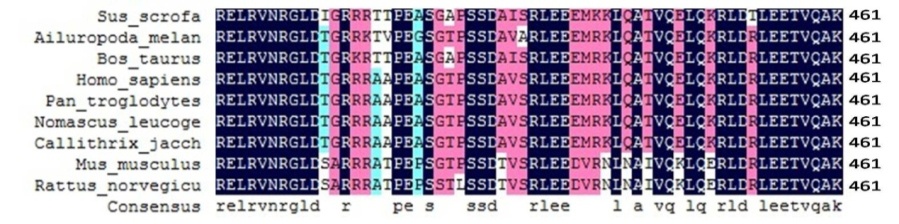

**Supplement:** Additional file 7 — Multiple alignment of the porcine coronin 1a protein with other 8 known coronin 1a proteins.

# Supplementary material for: Transcription analysis on response of porcine alveolar macrophages to Haemophilus parasuis
**Source:** BMC Genomics. 2012 Feb 13;13:68. doi: 10.1186/1471-2164-13-68
**Supplement:** Additional file 9 — Primers for nested PCR and LAMP.

**Additional file 9: Primers for nested PCR and LAMP**

| **Method** | **Primers** | **Sequences** | **Reference** |
| --- | --- | --- | --- |
| **Nested PCR** | HP1F3 | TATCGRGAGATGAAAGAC | Angen 2007 |
|  | HP2F2 | GTAATGTCTAAGGACTAG | Angen 2007 |
|  | HPRevx | CCTCGCGGCTTCGTC | Angen 2007 |
|  | F3 | CGCGGTAATACGGAGGGT | Wang 2010 |
|  | B3 | CTCCACATCTCTACGCATT | Wang 2010 |
| **LAMP** | F3 | CGCGGTAATACGGAGGGT | Wang 2010 |
|  | B3 | CTCCACATCTCTACGCATT | Wang 2010 |
|  | FIP (F1c+TTTT+F2) | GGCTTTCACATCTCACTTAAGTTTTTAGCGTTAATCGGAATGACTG | Wang 2010 |
|  | BIP(B1c+TTTT+B2) | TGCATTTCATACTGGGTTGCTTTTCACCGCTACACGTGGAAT | Wang 2010 |

How the deposited data were processed for this re-analysis (not part of the article)

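RNA of porcine alveolar macrophages (PAMs) from 3 piglets infected with H. parasuis and 3 control piglets, taken 6 days after challenge, was measured on 6 Affymetrix porcine arrays, 1 per piglet. The deposited intensity values are probe set signals on the linear scale. According to the authors' methods the intensities were corrected for background, quantile normalized and summarised by RMA, whereas the submitters' processing notes name MAS 5. The paper does not state which of its values were deposited. The values themselves are not quantile normalized across the 6 arrays, since the array medians differ, so what was done to them is known only in part. All 6 arrays were used and none was pooled.

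The 24123 probe sets were reduced by the Affymetrix controls to 23999, transformed to log2 and quantile normalized. Gene symbols came from the platform table for 10140 probe sets with 1 symbol and from Additional file 2 of the paper for 102 more. No present or absent calls were used here. Infected and control piglets were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05 on the adjusted p. An adjustment over the members of a gene list alone is named as such. The SAM score of the paper was computed again on the same values, with its constant s0 from the rule of Tusher, and used with the paper's limits of 2 on the score and of 1.33 and 0.75 on the fold change. Gene lists of 11 cell types and 18 responses were tested with camera (preset correlation 0.01, 1 probe set per gene), with adjustment over these 29 lists. A list of reference genes was described without a test, and 13 lists taken from the paper were described by counts and values alone. The array medians and spike ratios were compared with an exact permutation test, which with 3 against 3 gives no p under 0.10. The number of arrays limits the precision of all values.

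The lists, the tests and most alternatives were fixed before the data were examined but after the paper's tables, chosen on these arrays, had been read, so the lists hold members of Additional file 2. The genes named in the text are those the paper names, the limma calls with a gene name up to 12 per direction, up to 4 members of each described list with the smallest p, the reference genes GAPDH and ACTB, the macrophage markers SIRPA, SIGLEC1 and SLA-DRA, and TGFB1, TGFB2, TGFB3, IL10, IL1RN, NOS2, IL6, TNF and CXCL8. This rule was written with the same knowledge. IL1RN has no probe set named here. Other genes are named as chosen after their values were seen, or for their signal level or because they passed when adjusted over their list alone.

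The alternatives were no further normalization, scaling of each array to a common 75th percentile, an offset of 16 before the log2, leaving out the 40% of probe sets with the lowest signal, a block for the replicate number, leaving out each array in turn, limma with a trend and robust variances, a fold change threshold added to limma, an adjusted p under 0.10, other forms of the SAM score, other forms of the list test and other probe sets of the same gene. A block that separates controls 1 and 2 from the other arrays by their spike ratio, and leaving out controls 1 and 2, were added after the data were seen. Both set the infected arrays against control 3 as the only control, which is assumed to vary like the other arrays. In simulated data of the same size with the spread of all arrays, limma recovered 27% of probe sets with a log2 change of 1 and 77% of those with a log2 change of 2, with 4 false calls. The SAM score and fold change limits recovered 81% and 95%, with 795 false calls. With the spread of the infected arrays these values were 63% and 85% with 3 false calls for limma, and 90% and 100% with 481 false calls for the SAM limits. On the real arrays, another split gave 2605 probe sets by the SAM limits. The simulated false calls may therefore be too few for arrays that share a difference, as controls 1 and 2 do. The qPCR, flow cytometry and PK-15 cell measurements of the paper were not used here.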

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

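The following values lie outside what the paper discusses. The tests of the splits for the SAM score and the lists, of the share of probe sets at the control level, of the distance between arrays and of the labelling of controls 1 and 2 were chosen after the results were seen. CCND2 and DYRK3, which Additional file 2 lists, had log2 fold changes of 2.38 and 1.69 and passed over all probe sets with limma. The 2 probe sets without a gene name that passed as well had log2 fold changes of 2.25 and 2.05. The genes of cytotoxic lymphocytes had a median log2 fold change of 1.50 and those of B cells and plasma cells of 0.65, both called by camera (with an estimated correlation the adjusted p = 0.214 and 0.370). The cell division genes had a median log2 fold change of -0.35 and were also called by camera (with an estimated correlation the adjusted p = 0.611). The mean 5' to 3' ratio of the spiked bacterial RNAs on control 3 was 0.404, near that of the infected arrays and above that of controls 1 and 2.

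Most of the genes that the paper reports as changed were higher after infection. The share of higher probe sets by the SAM score and fold change limits was 95.3% with the signals as deposited (591 higher and 29 lower). It was 44.9% after quantile normalization (1052 higher and 1292 lower). Both counts rose and s0 also changed, so these shares do not isolate the brightness of the arrays. With s0 at the median, the percentile also chosen for the deposited signals, the share after quantile normalization was 73.0% (464 higher and 172 lower). Here the higher count was smaller and the lower count larger than as deposited. The brightness of the arrays may therefore account for part of the larger number of higher genes in the signals as deposited. The paper's fold changes lie nearer the normalized scale. Of the 575 probe sets of Additional file 2, 408 were within 10% of the paper's fold change after quantile normalization. With the signals as deposited 30 were. For these probe sets the values argue against brightness as the cause of the paper's larger number of higher genes. With limma 1 of the 10 splits of the arrays into 3 and 3, the real one, gave as many calls (5, highest other split 1), and for the list test also 1 of 10 (11 lists, highest other split 9). For the SAM score and fold change limits 2 of 10 splits gave as many (2344, highest other split 2605), and the split with 2605 sets infected piglet 2 and controls 1 and 2 against the other arrays, which keeps controls 1 and 2 together as their labelling does. With the spike ratio as a block, which leaves control 3 as the only control, 353 probe sets met these limits, 81.6% of them higher, and 10 splits are too few for a share under 0.05.

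Control 3 lay closer to the infected arrays than to controls 1 and 2. Correlations (0.979 with the infected arrays and 0.943 with controls 1 and 2) do not respond to the brightness of an array, but the mean log2 distance of control 3 does, and against brightness as the whole cause it was 0.500 from the infected arrays and 1.00 from controls 1 and 2 as deposited, and still 0.486 and 0.802 after quantile normalization. Over the 4143 probe sets called without control 3, its median position was 0.929 on a scale from controls 1 and 2 (0) to the infected arrays (1), as an infected sample under a wrong label would give, but a technical difference of controls 1 and 2 gives this too. Against a wrong label stands the share of probe sets under 0.2 on this scale. With infected piglets 1, 2 and 3 left out in turn, it was 5.46%, 6.94% and 6.06% for control 3. For the infected piglet left out it was 0.568%, 2.84% and 0.508%. The paper detected H. parasuis in no control piglet, which bears on the piglet and not on the array. Its qPCR on the samples of the arrays went in the direction of the labels, but gives no value for control 3 alone. All 22 genes of Table 2 were higher in every infected piglet than in control 3, but the paper chose them on these samples. The spike ratio of control 3 was 0.946 of the mean of the infected arrays, which is consistent with a difference in the labelling of controls 1 and 2, while a biological difference between the control piglets was not tested.

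T cell genes were higher after infection, with a median log2 fold change of 1.27 (adjusted p = 1.05e-08 from camera, 0.353 with an estimated correlation and 0.577 without the 11 members that Additional file 2 lists), as more lymphocytes among the lavage cells may give. A lower share of macrophages would raise all other cell types alike. The endothelial list, with members of low signal that moved both ways, had a median of -0.011. The T cell list exceeded the endothelial list by 1.28 (95% interval 0.67 to 2.18 from a bootstrap of the genes in the lists). The T cell list also exceeded the neutrophil list by 1.13 (0.08 to 2.03). It exceeded that of red blood cells by 0.94 (0.09 to 1.85) and that of fibroblasts and smooth muscle by 1.18 (0.09 to 2.07). The intervals for B cells and plasma cells, at 0.61 (-1.51 to 1.61), and for epithelial cells, at 0.70 (-0.03 to 1.61), include 0. These intervals treat genes as independent and hold no spread between piglets, so they cannot decide on cell shares. A lower share of macrophages stays open as part of the cause. The labelling of controls 1 and 2 stays open, since the median of 1.04 against control 3 and the adjusted p of 4.48e-07 from camera with the spike ratio as a block are the same comparison and rest on 1 control. A change in expression within the same cells stays open, as no cell counts were used here.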

How the results depend on the processing

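The replicate numbers do not pair the piglets, since deviations from the group means correlated at 0.01, 0.10 and -0.02 between piglets of the same number. Of 2382 values of named genes under an alternative, 2053 kept their direction and side of the threshold, 42 were no longer past it, 162 were newly past it and 24 reversed. Of 493 values of gene lists these numbers were 415, 40, 12 and 2, and 101 and 24 others moved without a call. Since limma called only 5 probe sets, most values of named genes that kept their side were short of the threshold both times. The count of kept values is therefore no measure of how stable the calls were. The settings with the spike ratio as a block, and with controls 1 and 2 left out, were chosen after the data were seen and compare with control 3 as the only control, assumed to vary like the other arrays. The cause of a change under an alternative was not tested. The number of arrays limits all values, and probe sets near the background are less precise.

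The limma count of 5 became 220 with no further normalization, 27 with 75th percentile scaling, 26 with dim probe sets left out and 75 at an adjusted p under 0.10. It was 0 with the replicate block, with the labelling block and with controls 1 and 2 left out. At an unadjusted p under 0.05 from limma the first of these had 1888 probe sets higher and 1955 lower, the next 805 and 418, and with controls 1 and 2 left out 701 were lower and more were higher. Leaving out 1 array, which always leaves a group of 2, gave 4143 without control 3 and 0 without each of the others. The count by the SAM score and fold change limits, 2344, became 620 with no further normalization, 1417 with dim probe sets left out, 353 with the labelling block, 361 with controls 1 and 2 left out, 3669 with linear values, 4024 with s0 of 0 and 636 with s0 at the median, and 1337 (without control 1) to 2109 (without infected piglet 2) without 1 array. The 11 called lists became 0 with an estimated correlation, 0 with members of Additional file 2 left out and 4 (without control 3) to 14 (without control 2) without 1 array. The correlation with the fold changes of Additional file 2 was 0.934 with the labelling block or controls 1 and 2 left out, and 0.931 (without control 3) to 0.967 (without control 1) without 1 array.

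Among called lists, the adjusted p from camera with an estimated correlation was 0.353 for T cell receptor and signalling, red blood cell and caveolae, 0.214 for cytotoxic lymphocyte, recruited monocyte and chemokines and chemokine receptors, 0.370 for B cell and plasma cell and matrix and fibrosis, 0.236 for complement and coagulation, 0.611 for cell division and 0.382 for heat shock and chaperones. Without members of Additional file 2 it was 0.307 for B cell and plasma cell, cell division and heat shock and chaperones, 0.869 for caveolae with a reversed direction, and 0.577 for the others, reversed for matrix and fibrosis. With fry it was 0.0739 for B cell and plasma cell, 0.101 for red blood cell, 0.246 for cell division and 0.102 for heat shock and chaperones. Without dim probe sets it was 0.0543 for B cell and plasma cell and 0.145 for caveolae. With no further normalization it was 0.155 for complement and coagulation and 0.256 for matrix and fibrosis, and with the replicate block 0.0578 for red blood cell and 0.0577 for matrix and fibrosis. Leaving out 1 array gave 0.00183 to 0.173 for B cell and plasma cell, 0.0139 to 0.280 for red blood cell, 0.00441 to 0.119 for complement and coagulation, 0.00530 to 0.119 for caveolae, 2.69e-06 to 0.126 for cell division, 2.25e-05 to 0.0949 for heat shock and chaperones and 0.00440 to 0.336 for matrix and fibrosis, each highest without control 3.

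Among lists not called, epithelial cell had an adjusted p of 0.0170 with 75th percentile scaling, 0.0275 with the replicate block and 0.0402 with the labelling block, interferon response 0.0220 with 75th percentile scaling, and S100 family 0.0161 with the labelling block, 0.00871 with controls 1 and 2 left out and 0.0141 with fry. Without 1 array these lists had 0.0352 to 0.221, 0.00290 to 0.955 and 0.0255 to 0.329, and phagocytic receptors had 0.0299 to 0.256. With the labelling block the adjusted p was 0.774 for endothelial cell, 0.902 for dendritic cell, 0.591 for anti-inflammatory cytokines and receptors, 0.508 for NF-kappa B pathway, 0.580 for phagosome and lysosome and 0.259 for microtubules. With controls 1 and 2 left out it was 0.864 for endothelial cell, 0.634 for anti-inflammatory cytokines and receptors, 0.341 for NF-kappa B pathway, 0.621 for phagosome and lysosome and 0.209 for microtubules. It was 0.798 for anti-inflammatory cytokines and receptors and 0.978 for toll-like receptor signalling without dim probe sets, 0.984 for fibroblast and smooth muscle with no further normalization and 0.777 for dendritic cell with the mean over probe sets. Without members of Additional file 2 it was 0.577 for fibroblast and smooth muscle, 0.869 for toll-like receptor signalling and 0.772 for lipid handling. Without 1 array the range was 0.540 to 0.992 for endothelial cell, 0.410 to 0.971 for fibroblast and smooth muscle, 0.456 to 0.918 for dendritic cell, 0.476 to 0.967 for NF-kappa B pathway and 0.281 to 0.885 for microtubules.

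Another probe set of the same gene gave a log2 fold change of the opposite sign for CD247 (-0.15), CD14 (-0.073), CORO1A (-0.12), FGL2 (-0.12), CDH1 (-0.26), FSCN1 (-0.073), TEK (-0.21 with 2 probe sets), SPARC (-0.21), THY1 (-0.40), DNAJA4 (-0.64), B2M (-0.37) and FCGR3A (-0.20), and for SOCS1 (0.54 and 0.84), CD40 (0.87), KDR (0.23) and MYD88 (0.87). SOD3 turned to -0.051 with the labelling block or controls 1 and 2 left out, TGFB2 to 0.48 with both, and SIGLEC1 to 0.033 with no further normalization. Of 175 named probe sets, 30 changed sign under a scaling.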

Differences from the paper's values

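The paper gives 623 transcripts at a SAM score of at least 2, and 2690 probe sets reached this score here. With the fold change limits the paper gives 575 and the count here was 2344. Of the alternatives set before the data were examined, no further normalization (620 with and without the fold change limits) and s0 at the median (636 with and without them) came within 1.5 times the paper's counts. The other scaling, the offset, the dim probe sets left out, the replicate block, each array left out, linear values and s0 of 0 did not, nor did the arithmetic fold change.

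Of these transcripts the paper gives 433 as up-regulated and 142 as down-regulated, and 1052 were higher and 1292 lower here. No further normalization (591), the dim probe sets left out (597) and s0 at the median (464) came within 1.5 times the paper's number of up-regulated transcripts, and s0 at the median (172) alone that of down-regulated ones. The paper states that more genes were up-regulated than down-regulated. This order held here with limma (5 higher and 0 lower) and, by the SAM score and fold change limits, with no further normalization (591 and 29), s0 at the median (464 and 172) and without infected piglet 1 (814 and 787), infected piglet 3 (851 and 745), control 1 (720 and 617) or control 2 (775 lower and more higher). The labelling block and leaving out controls 1 and 2 were chosen after the values were seen. They are the same comparison with control 3 as the only control, so they add no test of this order. By these limits the order did not hold with the other alternatives. With limma it also held with no further normalization (219 and 1), 75th percentile scaling (27 and 0), the offset (7 and 0), the dim probe sets left out (25 and 1), a trend and robust variances (5 and 0), the fold change threshold (5 and 0) and an adjusted p under 0.10 (74 and 1), and not without control 3 (2008 and 2135), while it called none with the replicate block or without any 1 of the other 5 arrays.

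All 28 genes of Tables 2 and 3 were on the paper's side of a fold change of 1, and 27 were within 1.5 times the paper's value. The exception was CORO1A, for which the paper's Table 3 gives 6.065784814 and the fold change here was 2.77. The paper's Additional file 2 gives 2.67811 for the same gene. With no further normalization the fold change was 4.06, within 1.5 times the value of Table 3, and no other alternative set before the data were examined came as near.

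The paper states that CCL5 was up-regulated. The log2 fold change here was 0.85, with overlapping groups, and it did not meet the SAM score limit. At an unadjusted p under 0.05 from limma it passed with no further normalization (1.44), with the replicate block (0.85), without infected piglet 3 (1.32) and, chosen after the values were seen, with the labelling block (1.68). Additional file 2 also gives GBP1, a node of Figure 2, as up-regulated, which had overlapping groups at 0.99 with the probe set listed there, but 2.14 and 2.05 without overlap with 2 others, and Additional file 4 lists CD8B (1.05), CD55 (0.56), PECAM1 (1.72) and PRKCA (0.66), whose groups overlapped as well. At an unadjusted p under 0.05 from limma PECAM1 passed. With no further normalization GBP1, CD8B and PRKCA did too, GBP1 also with dim probe sets left out, with the replicate block and without infected piglet 3, CD8B without control 3, PRKCA without control 2 and CD55 without control 1. Chosen after the values were seen, PRKCA passed with the labelling block, and PRKCA and CD55 with controls 1 and 2 left out.

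In its discussion the paper states that TGF-β increased. The probe sets of TGFB1 had log2 fold changes of -0.23 and 0.36, or 0.27 and 0.72 against control 3 alone, and none of TGFB1, TGFB2 and TGFB3 passed limma over all probe sets. TGFB1 at 0.36 had 0.93 with no further normalization, where its unadjusted p was under 0.05. TGFBI, the gene in Table 2, was higher in every infected piglet.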

Other observations

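Some genes of lymphocytes were higher in the PAMs of infected piglets, and none passed over all probe sets. Of 19 measured genes of the T cell receptor and its signalling, 11 rose and none fell when adjusted over the list alone, and these 11 were higher in every infected piglet. LCK, a kinase at the T cell receptor, had a log2 fold change of 2.23 and BCL11B, a transcription factor of the T cell lineage, 1.61, and the infected piglets exceeded control 3 by 1.91 and 1.46. Another probe set of LCK had 0.51 with overlapping groups. CD8A and LAT had the highest log2 signals of the list after infection, 9.23 and 8.88, which do not rank the transcripts, and LAT overlapped between the groups (0.97, or -0.06 against control 3 alone). Of 8 measured genes of cytotoxic lymphocytes 6 rose when adjusted over the list alone, among them GNLY at 1.88, CTSW at 1.86 and GZMB at 1.14 (adjusted p = 1.14e-04 from camera for the list, and an adjusted p = 0.214 with an estimated correlation), while PRF1 had -0.08. Of 6 measured genes of B cells and plasma cells 3 rose, JCHAIN, TNFRSF17 at 1.41 and CD79B at 1.03 (adjusted p = 0.0153 from camera for the list, and an adjusted p = 0.370 with an estimated correlation), while SDC1 had -0.34. Additional file 2 lists 11, 5 and 1 of the members of these lists. Without them the adjusted p from camera was 0.577, 0.577 and 0.307, and for the T cell list the adjusted p = 0.353 with an estimated correlation.

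Of 23 measured heat shock and chaperone genes, 3 rose when adjusted over the list alone, DNAJA4 at 2.22, CRYAB at 1.41 and DNAJB4 at 1.34 (adjusted p = 0.00235 from camera for the list, and an adjusted p = 0.382 with an estimated correlation). Of 22 measured matrix genes 7 rose, among them HTRA1, a secreted protease, at 2.78, ADAM8 at 1.82 and TIMP1 (adjusted p = 0.0324 from camera for the list, and an adjusted p = 0.370 with an estimated correlation). Of 11 measured red blood cell genes HBM rose at 1.72 and ALAS2 at 1.39 (adjusted p = 0.0373 from camera for the list, and an adjusted p = 0.353 with an estimated correlation). Other probe sets of DNAJA4 and CRYAB had -0.64 and 0.00. Epithelial genes moved both ways when adjusted over the list alone, with 6 higher, among them HOPX at 2.49 and KRT19 at 1.23, and 3 lower, among them ESRP1 at -1.20 and EPCAM at -0.98 (adjusted p = 0.0838 from camera for the list, median against control 3 alone 0.01). Of 16 endothelial genes S1PR1 at 3.08 and TEK at 3.04 rose when adjusted over the list alone (adjusted p = 0.846 from camera for the list), of 18 genes of fibroblasts and smooth muscle 4 rose and ACTA2 fell at -0.73 (0.638 for the list), of 9 neutrophil genes PGLYRP1 rose at 1.19 (0.314), of 11 dendritic cell genes FSCN1 at 2.48 (0.638) and of 23 interferon response genes SAMHD1 at 1.94 (0.102). Other probe sets had 2.14 and 1.23 for S1PR1, -0.21 and -0.21 for TEK, and 0.31 and -0.07 for FSCN1. S1PR1 had 2.26 without infected piglet 2, TEK 2.41 without control 1 and HOPX 3.10 without control 2.

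The list of the resident alveolar macrophage was not called. Of 18 measured members 2 were higher and 4 lower in every infected piglet. Chance gives 10%, and 23.4% of all probe sets lay apart in this way. None passed when adjusted over the list alone. The list had an adjusted p of 0.251 from camera and a median log2 fold change of -0.08. SIGLEC1, the macrophage receptor CD169, had -0.56, met the SAM score and fold change limits and was lower in every infected piglet, but turned to 0.03 with the signals as deposited. SIRPA had -0.53, lower in every infected piglet, and -0.47 with 2 probe sets, of which the latter turned to 0.14 with the signals as deposited, and SLA-DRA had 0.08 and turned to -0.20 with 75th percentile scaling. None of 12 genes of MHC class II presentation (adjusted p = 0.577 from camera for the list) or 21 of lipid handling (0.638) rose or fell when adjusted over the list alone. Of the reference genes, ACTB had log2 fold changes of 0.09 and -0.30 with 2 probe sets, and GAPDH lay between -0.52 and 0.25 with 5, signs that turn with the scaling between arrays for both genes.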
